# Pro-fibrogenic and adipogenic aspects of chronic muscle degeneration are contributed by distinct stromal cell subpopulations

**DOI:** 10.1371/journal.pone.0288800

**Published:** 2023-07-18

**Authors:** Cansu Özdemir, Duygu Akçay, Diğdem Yöyen-Ermiş, Ekim Zihni Taşkıran, Rana Soylu-Kucharz, Güneş Esendağlı, Yusuf Çetin Kocaefe

## Abstract

Chronic skeletal muscle degeneration is characterized by fiber atrophy accompanied by deposition of extracellular matrix (ECM) components and fatty infiltration. Excessive accumulation of ECM leads to fibrosis via the contribution of fibro-adipogenic precursors (FAPs). Fibrosis also accompanies disuse atrophy and sarcopenia without significant inflammation. The present study aimed to comparatively analyze heterogeneous population of FAPs during acute injury and immobilization (tenotomy and denervation). The comparative analysis was accomplished based on the following 3 stromal cell subpopulations: i) CD140a^(+)^/Sca1^(+)^; ii) CD140a^(+)^/Sca1^(–)^; iii) CD140a^(–)^/Sca1^(+)^. RNASeq analysis was employed to characterize and compare their quiescent and activated states. Whereas CD140a^(-)^/Sca1^(+)^ was the most predominant activated subpopulation in tenotomy, denervation stimulated the CD140a^(+)^/Sca1^(+)^ subpopulation. Immobilization models lacked myofiber damage and exhibited a minute increase in CD45^(+)^ cells, as compared to acute injury. Transcriptome analysis showed common and discordant regulation of ECM components, without profound proliferative activation. Herein, we suggest unique surface markers for further identification of the investigated cell subpopulations. FAP subpopulations show similar activation kinetics in an inflammatory environment but the present findings highlight the fact that inflammation may not be a prerequisite for FAP activation. Delayed proliferation kinetics indicate that signals beyond inflammation might trigger FAP activation, leading to irreversible stromal changes.

## Introduction

Skeletal muscle injury is repaired by the concerted activation of tissue resident muscle precursors and stromal cells; however, recurrent cycles of injury and repair in cases of dystrophies or myopathies result in chronic skeletal muscle degeneration characterized by fiber atrophy, deposition of extracellular matrix (ECM) components, and fatty infiltration [1]. ECM is not only required for tissue development and support, but is also essential for locomotor activity. Excessive accumulation and thickening of ECM components leads to irreversible tissue architectural changes, along with an increase in stiffness; such deterioration is defined as fibrosis. Fibrosis impairs skeletal muscle function, maintenance, and repair in several ways. ECM deposition deteriorates the niche of skeletal muscle precursors, resulting in impaired satellite cell activation and migration [1, 2]. Excessive thickening of ECM also impairs the release and transduction of regenerative paracrine signals [1, 3]. Furthermore, increased stiffness of fibrotic muscle negatively impacts kinetic capacity, triggering myofiber atrophy [1]. Overall, chronic progressive structural changes irreversibly impair muscle regenerative capacity and function; therefore, effective treatment of muscle degeneration cannot be achieved without prevention of fibrosis [4, 5]. The fundamentals of signaling and the cellular origins of fibrosis must be better understood in order to develop preventive strategies.

Multiple stromal cells of skeletal muscle that contribute to injury repair as well as degeneration have been characterized [6, 7]. Among them, fibro-adipogenic precursors (FAPs) are the major mesenchymal stromal cell population contributing to injury repair and fibrosis [8, 9]. FAPs are well known for their activation associated with acute injury repair via 2 main inflammatory cytokines: TNFα and TGFβ [10]. Whereas FAPs are capable of differentiating into osteogenic, adipogenic, and myo-fibroblastic lineages, they do not fuse to form skeletal muscle fibers [9, 11]. FAPs are a heterogeneous population lacking precise surface makers, but immunophenotyping using CD140a^(+)^, Sca1^(+)^, CD31^(–)^, CD45^(–)^, and CD11b^(–)^ was shown to be distinctive [8].

In the case of acute injury, FAPs are known to support the repair process by secreting growth factors such as IGF1, and then disappear following repair via apoptosis via TNFα signaling [12]; however, in a chronic inflammatory environment, sustained TGFβ signaling causes FAPs to maintain their proliferative state and induces their differentiation into myofibroblasts that express alpha-smooth muscle actin (*Acta2*) and collagen type-I, along with several ECM components, contributing to fibrosis [12]. Chronic inflammation is the hallmark of dystrophies characterized by chronic muscle degeneration and fibrosis [13, 14]; however, fibrosis also accompanies disuse atrophy and sarcopenia, in the absence of significant inflammation [15, 16]. Nonetheless, the cellular components and signaling cascades that contribute to fibrosis are not completely understood.

The present study aimed to determine the activation state of stromal cell subpopulations (presumably FAPs) in 2 distinct models that mimic diverse manifestations of chronic muscle degeneration. Tenotomy immobilization and denervation induce endomysial fibrosis and fatty infiltration, respectively, without significant inflammation. Herein we show that activation of distinct stromal cell subpopulations in dissimilar immobilization models leads to predominant adipogenic or fibrogenic differentiation, depending on the mode of immobilization. Transcriptome analysis of these distinct subpopulations shows evidence of diverse activation mechanisms in different models of tissue degeneration. The present findings suggest there are novel candidate surface markers for stromal cells with potential implications in clinical samples.

## Materials and methods

### Animals and procedures

All methods were performed in accordance with the relevant guidelines and regulations. All procedures were performed according to an institution-approved protocol under strict biological containment. The study was approved by the Hacettepe University Ethics Committee for Animal Experimentation (approval decisions: 2014/57-04, 2007/11-1 and 2009/30-4). All methods utilized in this study were in accordance and full compliance with ARRIVE guidelines. Technical and conceptual validation of previous observations on chronic immobilization models in rats are performed on mice (n = 5 for each group). (Mononuclear cell counts and atrophy kinetics are summarized in Fig 1A and 1B). Unpaired Student’s t-test with a cut-off of p<0.05 was used to determine the significance of group-wise variations of mononuclear cell counts (compared to controls) and sub-populations. Atrophy kinetics of the immobilization models were evaluated via fiber cross-sectional area measurements as described previously [17].

**Fig 1:**
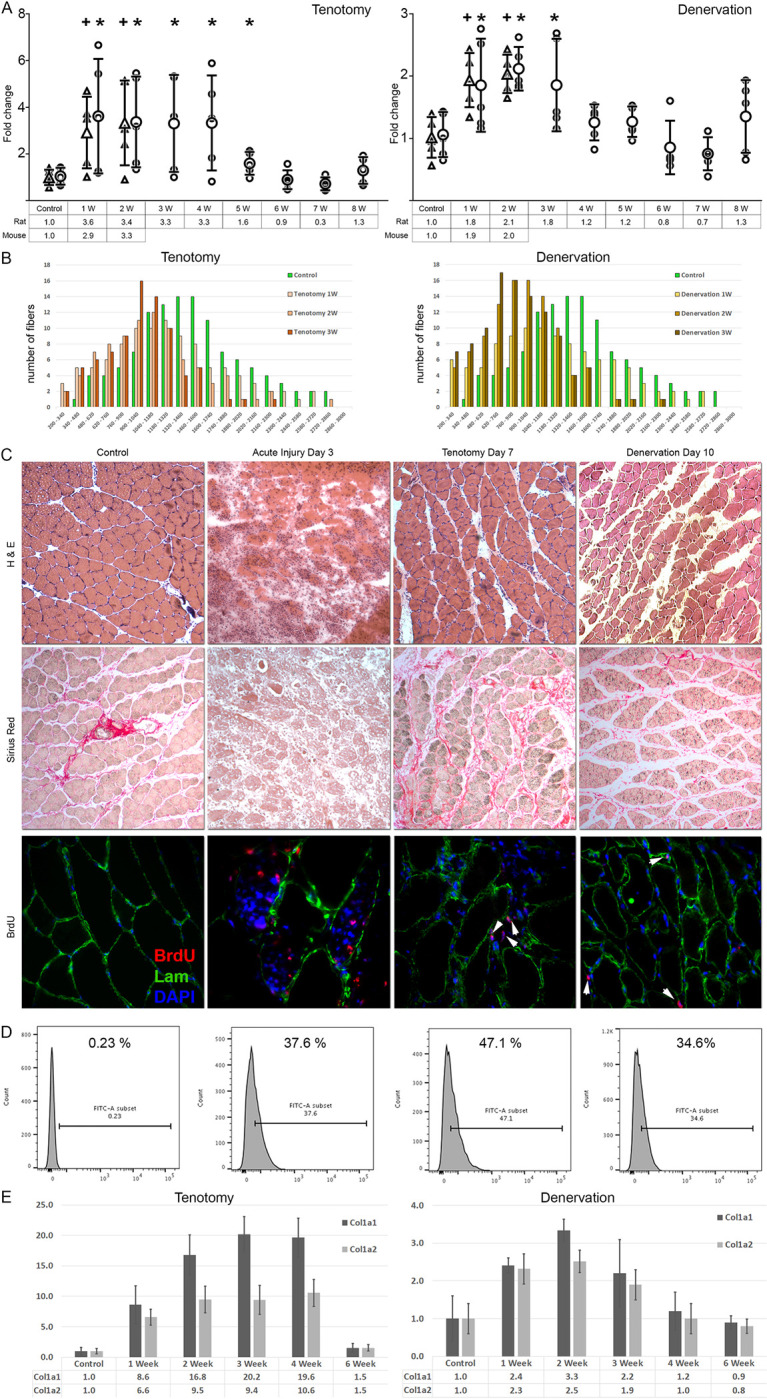
Hind limb mononuclear cells from time-course tenotomy and denervation muscles were isolated, enumerated, and normalized to the contralateral muscles for the indicated time points in rats and mice (circles for rats and triangles for mice, n = 5, A). Denervation induced less of an increase in the mononuclear cell population, lasting until week 3. Compared to controls, statistically significant increase in the mononuclear cell population was evident from week 1 to week 4 in tenotomy (+ and * symbols indicate statistical significance of p<0.05 for mice and rats respectively). Atrophy kinetics of the tenotomized and denervated muscles are investigated by fiber cross-sectional area measurements (x-axis values are in μm^2^, B). The representative images of the time-points selected for further evaluation in this study are presented in panel C. Fibrotic changes in tenotomy samples were evident on d 7. Sirius red staining showed marked deposition of collagens, along with atrophy. Denervation resulted in more severe atrophy without collagen deposition on d 10 (Sirius red staining in C). BrdU staining showed extensive positive nuclei in muscles subjected to acute injury on d 3, but limited positivity in both denervation and tenotomy immobilized muscles. The positive nuclei were exclusively limited to the stromal compartment outside the laminin demarcated area (arrowheads, red staining, C). BrdU incorporation into the stromal mononuclear cells are investigated via flow cytometry (D) and the time-course expression of Col1a1 and Col1a2 is documented to show collagen deposition in models (E).

The study included 8-12-week-old Swiss white mice weighing 20 ± 5 g. Interventions were performed on the right legs and contralateral leg muscles were designated as controls. BrdU was administered daily via intraperitoneal injections of 50 mg kg^–1^ (Sigma B5002) in 0.9% saline. Following ketamine/xylazine anesthesia (90/10 mg kg^–1^ IP) and local disinfection, acute muscle injury was generated via cardiotoxin injection (20 uM in sterile PBS, Sigma C5759) into the right hind limb muscles (n = 5). Chronic immobilization models were generated with tendon release tenotomy and denervation via sciatic nerve resection, as described previously [18, 19]. The tibialis anterior muscle was resected under general anesthesia 3 d and 7 d after intervention (n = 10 for each time point). All resected muscles were immediately processed as described below and the animals were sacrificed by overdose anesthesia.

### Isolation of mononuclear cells

Resected muscles were weighed and minced. Enzymatic digestion was performed under continuous rotary mixing for 15 min at 37°C in 2 mL of 1% collagenase/dispase solution (Collagenase B Roche 11088831001, Dispase-II Roche D4693) and 1 μg of DNaseI (Promega: M6101) for each gram of muscle. Undigested tissue clumps were precipitated at 100 G for 3 min and supernatant cells were filtered through 100-μm mesh. The filtrate was centrifuged at 300 G for 5 min at 4°C. Tissue clumps and filter-retained tissues were further digested until total dissociation. The mononuclear cell pellet was filtered through 40-μm mesh and subjected to gradient centrifugation to eliminate cellular debris (Ficoll Sigma F4375). Cells were incubated in PBS solution supplemented with 2% FBS in a CO_2_ incubator at 37°C for 8 h of surface marker recovery under mild continuous stirring conditions (20 RPM).

### Flow cytometry

Immunophenotyping of mononuclear cells was performed using the following monoclonal antibodies: anti-mouse PDGFRα-APC (CD140a, BD-562777); Ly6A/E-PE (Sca1, BD-553108); CD11b-FITC (BD-561688); CD31-FITC (BD-558738); CD45-FITC (BD-561088). The percentage of positive cells was determined in consideration of the following isotype matched antibodies: IgG2a-κ (APC: BD553932, PE: BD553930); IgG2b-κ-FITC (BD553988); IgG2a- κ-FITC (BD553929). An Anti-BrdU Flow Kit (Sigma B5002) and BrdU-FITC Flow Kit (BD Pharmingen 559619) were used to assess BrdU positivity. Sca1^(+)^, CD140a^(–)^, CD31^(–)^, CD45^(–)^, and CD11b^(–)^ cells were purified using fluorescent-activated cell sorting (FACS) with a purity ≥97%. Staining was performed using standard techniques according to the manufacturer’s instructions. Flow cytometry and cell sorting were performed using a FACS Aria 2 (BD Biosciences, San Jose, CA).

### Cell culture

Sorted cells (Sca1^(+)^, CD140a^(–)^, CD31^(–)^, CD45^(–)^, CD11b^(–)^) were seeded at 10^4^ cells cm^–2^ and cultured on Matrigel (Corning 356235)-coated 6-well plates in high-glucose DMEM (Thermo 11965092) supplemented with 5 ng mL^–1^ of bFGF (Sigma F3685), FBS 20% (GE SH30071), 2 mM of L-glutamine (Sigma G3126), Amphotericin B 1% (Sigma A2942), and penicillin/streptomycin 1% (Biochrome A2210). After stromal cell expansion, adipogenic differentiation was induced via reducing FBS to 5% and replacing bFGF with 0.5 mM of IBMX (Sigma I5879), 0.25 μM of dexamethasone (Sigma D4902), and 10 μg mL^–1^ of insulin (Sigma I1507), as described previously [20].

### Histochemistry, immunostaining and RT-PCR

Skeletal muscle tissues were collected and blocked within OCT compound, and sectioned to 8-μm thickness. Standard hematoxylin & eosin and sirius red staining procedures were employed [21, 22]. Tissue sections were co-stained with Laminin (Sigma SAB4200719, 1:100 dilution) and BrdU (Abcam 6326, working dilution 1:100) antibodies, and appropriate fluorescent-labelled secondary antibodies (Abcam ab150167 and ab150117, working dilution 1:1000). Then, 1 μg mL^–1^ of DAPI (Sigma-Aldrich, D9542) was applied to cover slips as a nuclear stain. Immunofluorescent images were captured using a Leica DMIL microscope equipped with a DFC 320 camera.

At the time of tissue harvesting, 30 to 50 mg of midbelly muscle sample was resected and was subjected to total RNA extraction and cDNA synthesis as described before [18]. Quantitative real-time expression of Col1a1 and Col1a2 genes were assessed using SYBR-green method, relative expression of the two transcripts were achieved using normalization strategy described elsewhere [23].

### RNA isolation and transcriptome analysis

Total RNA was isolated from freshly sorted stromal cell populations using Trizol reagent (Invitrogen 15596–026), according to the manufacturer’s instructions. RNA quantitation was performed using a Qubit™ RNA HS Assay Kit (Invitrogen Q32852). In total, 20–100 ng of total RNA was employed to prepare the mRNA library using a QuantSeq 3’mRNA-Seq Library Prep Kit (Lexogen), according to the manufacturer’s standard protocol. Libraries were quantitated using a Qubit dsDNA High-Sensitivity Quantitation Kit (Invitrogen Q32854). Next, 100 pM of library dilutions were prepared, barcoded, and pooled via emulsion PCR using a PI Hi-Q OT2 200 device (Thermo Fisher Scientific) and Ion One Touch 2 device (Thermo Fisher Scientific). After clonal DNA amplification, libraries were purified from magnetic beads using an Ion One Touch ES device. Sequencing was accomplished using Ion PI Hi-Q Sequencing 200 reagents (Thermo Fisher Scientific A26434) on an Ion PI Chip v3 (Thermo Fisher A26771) and Ion Proton system (Thermo Fisher 4476610).

Generated uBAM files were initially de-multiplexed and trimmed using FastX-Toolkit (Gordon A, Hannon G. Fastx-toolkit. FASTQ/A short-reads pre-processing tools 2010. Available from: http://hannonlab.cshl.edu/fastx_toolkit/). Reads were aligned to the Ensembl mouse genome (GRCm38/mm10 release 90) using STAR [24] and BRB-seqtools v.1.2. Read counts were further normalized using DESeq2 for R [25]. Normalized gene counts were annotated, processed, and analyzed using BRB-arraytools v.4.6 [26]. An initial filtering strategy was employed to exclude low/non-expressing genes, with the following cut-off threshold: the 80th percentile of expression values was <8 and a minimum fold change of variation for each gene exhibiting a fold change deviation <1.5-fold of the median expression value to generate gene lists. A “Class Comparison” is employed to perform a t-test for each gene using the normalized log-ratios using random variance to identify genes that are differentially expressed among groups.

## Results

### Acute injury and immobilization models activate distinct stromal cell subpopulations

Denervation and tenotomy are distinct immobilization models that predominantly demonstrate two dissimilar features of chronic skeletal muscle degeneration—fatty infiltration and fibrosis, respectively. In order to observe the activation kinetics of mononuclear cells, a time-course experiment was employed using the two immobilization models. We have previously characterized and reported investigations on whole muscle tissue regarding tenotomy immobilization on rats elsewhere [18, 19]. Immunophenotyping materials required for the characterization of FAPs are not available for the rat. Thus, we adapted and standardized both immobilization models reported herein in mice (Fig 1A). Interventions were performed on unilateral hindlimbs, and then mononuclear cells were isolated, enumerated, and normalized to the contralateral limb. Hindlimb (gastrocnemius and soleus) muscles were used for acute injury. Tibialis anterior muscle was used for the two immobilization models. Statistically significant time-points exhibiting the maximum increase in stromal cell subpopulations preceding chronic architectural changes were selected (d 10 for denervation, and d 3 and d 7 for tenotomy). The animals received daily bromodeoxyuridine (BrdU) injections to trace the proliferating cells. The atrophy kinetics of the two models are documented using fiber cross-sectional area measurements (Fig 1B).

In the case of acute injury, skeletal muscle samples obtained on day 3 were selected for characterization based on the fact that FAPs were previously reported to reach their peak activation on day 3 [10]. Several BrdU-positive nuclei, both within the endomysial and perimysial compartments were visible following acute injury (Fig 1C). In contrast, a very limited number of cells were observed to be BrdU-positive in the immobilization models. These BrdU-positive cells resided exclusively outside the laminin-demarcated borders and, thus, were of the stromal population. Several muscle sample sections from the immobilization models were investigated for BrdU positivity, but positive myonuclei were not observed. Typical representative histograms showing BrdU positivity of the mononuclear cells are shown in Fig 1D.

In principle, the stromal fraction consists of progenitors, endothelial cells, and stromal connective tissue cells, as well as tissue-residing macrophages and other cells of hematopoietic origin. Stromal degenerative changes in skeletal muscle were previously associated with a certain cell population that was conceptually referred as fibro-adipogenic precursors (FAPs). Various marker panels for identifying FAPs have been reported [8, 27]. The present study aimed to further characterize these cell populations using a consensus panel consisting of a negative selection based on CD45, CD31, CD11b (excluding hematopoietic and endothelial cells), and a positive and differential selection based on CD140a (Pdgfra) and Sca1 (Ly6A/E). Acute injury was used as a positive control for stromal cell activation.

Acute injury (cardiotoxin n = 5), denervation (sciatic nerve n = 10) and tenotomy (tibialis anterior n = 10) models were employed in mice, and mononuclear cells were isolated. Contralateral muscles were untreated and employed as controls. Mononuclear cells from acute injury day 3, denervation day 10, and tenotomy days 3 and 7 were isolated and immunophenotyped using the above-mentioned markers (Fig 2E). A gating strategy was used to exclude CD45, CD31, and CD11b positivity (Fig 2). The negative population was further characterized for CD140a^(+)^/Sca1^(–)^, CD140a^(–)^/Sca1^(+)^, and double positive (CD140a^(+)^/Sca1^(+)^) subpopulations. Typical representative flow cytometry panels are shown in Fig 2A–2D. Relative percentages of the investigated subpopulations are represented in Fig 2F.

**Fig 2:**
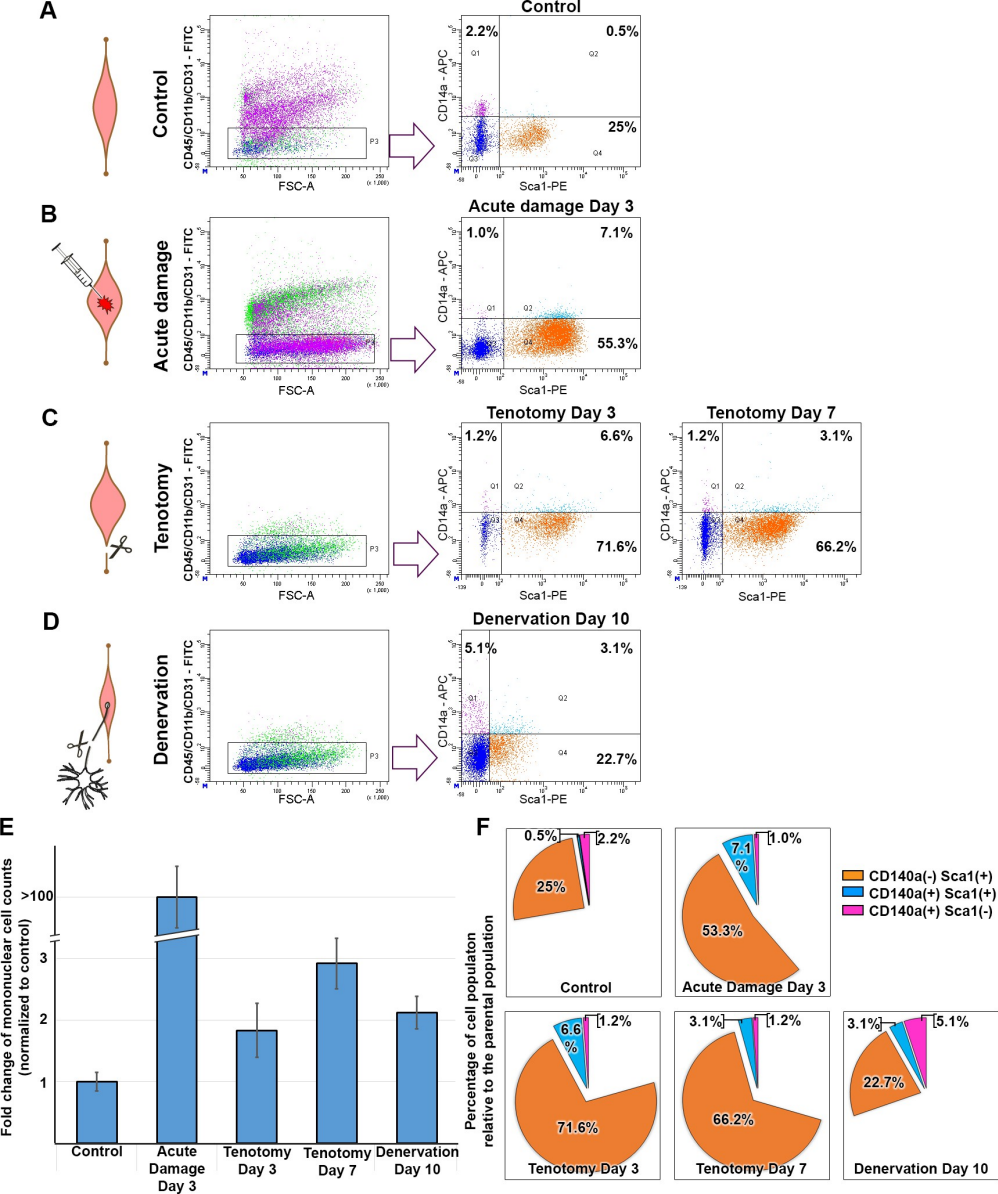
Stromal cell subpopulations following acute injury (d 3), tenotomy (d 3 and d 7), and denervation (d 10) were selected for CD45, CD31, and CD11b negativity (gating strategy) and further analyzed for CD140a^(+)^/Sca1^(−)^, CD140a^(−)^/Sca1^(+)^, and CD140a^(+)^/Sca1^(+)^ subpopulations compared to the control (A). Acute injury resulted in activation of the CD140a^(−)^/Sca1^(+)^ and CD140a^(+)^/Sca1^(+)^ subpopulations (B). Likewise, tenotomy resulted in activation of the CD140a^(−)^/Sca1^(+)^ and CD140a^(+)^/Sca1^(+)^ subpopulations on d 3 and d 7 (C), whereas denervation resulted in activation of the CD140a^(+)^/Sca1^(−)^ and CD140a^(+)^/Sca1^(+)^ subpopulations (D). Variations of mononuclear cell numbers in studied models and time points are presented (E). Relative representative abundance of the investigated subpopulations is presented as a pie chart (F). All experiments are conducted on freshly isolated cells (n = 5 for acute injury, n = 10 for immobilization models) and independently triplicated. Typical (median) flow cytometry panels are shown.

Percentages of the subpopulations are presented in Table 1 (averages of 3 independent biological replicates). Acute injury caused a 3.5-fold increase in the CD140a^(+)^/Sca1^(+)^ subpopulation (2.1% in controls and 7.1% in acute injury). In addition, the CD140a^(–)^/Sca1^(+)^ subpopulation increased 2-fold (27.3% to 52.4%). Likewise the acute injury, tenotomy immobilization induced a steady, more than 2-fold increase in CD140a^(-)^/Sca1^(+)^ subpopulation in both d3 and d7 (25% in controls vs 71% and 66% on d 3 and 7 respectively). The CD140a^(+)^/Sca1^(+)^ subpopulation also showed more than 2-fold increase on d 3 following tenotomy but did not meet statistical significance. Denervation, did not exhibit significant change on CD140a^(–)^/Sca1^(+)^ subpopulation, unlike in the acute injury or tenotomy models. CD140a^(+)^/Sca1^(–)^ subpopulation exhibited a 2-fold increase (2.3 in control and 5.4 in denervation). CD140a^(-)^/Sca1^(+)^ subpopulations exhibited 2-fold upregulation in the acute injury and tenotomy models, whereas the CD140a^(+)^/Sca1^(–)^ subpopulation exhibited an increase in the denervation immobilization model. These findings clearly show that distinct stromal cell subpopulations are activated in different immobilization models.

**Table 1:** Percentage abundance (average of triplicated experiments) of the investigated subpopulations.

	Control	Acute Damage Day 3	Tenotomy Day 3	Tenotomy Day 7	Denervation Day 10
CD140a^(-)^ Sca1^(+)^	27.3 (±5.3)	52.4 (±3.1) *	66.7 (±4.6) *	59.7 (±6.7) *	22 (±3.4)
CD140a^(+)^ Sca1^(+)^	2.1 (±3.1)	7.1 (±0.4) *	6.3 (±0.5)	3.1 (±0.4)	3.0 (±0.2)
CD140a^(+)^ Sca1^(-)^	2.3 (±0.8)	1.1 (±0.2)	1.4 (±0.2)	1.2 (±0.1)	5.4 (±1.1) *

(*) Statistically significant variances compared to controls (p<0.05).

### Limited inflammation and stromal cell activation in immobilization models

We further analyzed the dynamics of CD45/CD11b/CD31 cell populations in immobilization models. In the control muscles the percentage of these cells was 9.9% (Fig 3). On day 3 of acute injury this percentage increased to 48.3%, along with inflammation. This increase in endothelial and/or inflammatory cells was much more limited in the immobilization models. Following tenotomy, the CD45/CD11b/CD31(+) cell percentage was 14.8% and 12.9% on d 3 and d 7, respectively (Fig 3). Likewise, the percentage was 15% on day 10 of denervation. These data indicate that the increase in inflammatory and/or endothelial cells observed in the acute injury model was more limited in the immobilization models (or there was a concomitant decrease in the stromal cell subpopulation that was excluded in the analysis, which is an unlikely scenario).

**Fig 3:**
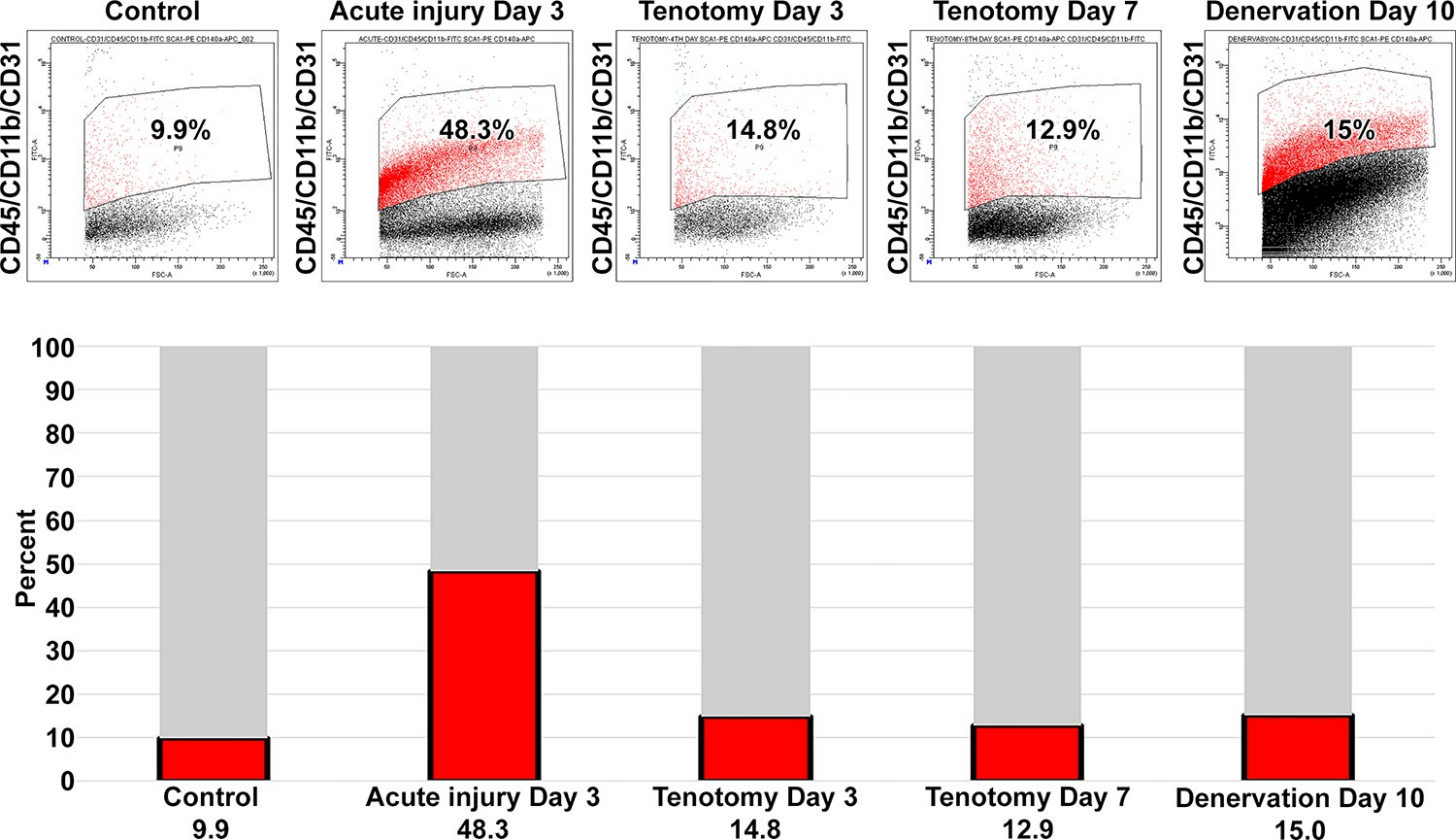
CD45/CD11b/CD31^(+)^ cell populations were enumerated in the studied models using flow cytometry (pooled muscle samples: N = 10). Typical cytometry panels are presented and inflammatory cell percentages are provided as a fraction of total mononuclear cells. On d 3 of acute injury the maximum percentage of inflammatory cells among stromal cells was observed.

In order to further elucidate the importance of this observation, we enumerated BrdU positivity in all cells exhibiting stromal cell markers. In control muscles, BrdU positivity was observed in ≈2.8% of all stromal cells. The distribution of BrdU-positive cells is presented in S1 Fig. In control muscles the CD140a^(+)^/Sca1^(+)^ subpopulation exhibited the highest BrdU incorporation (8.2%), whereas the CD140a^(+)^/Sca1^(–)^ subpopulation exhibited the lowest (2.8%). These findings indicate that there is limited physiological turnover of these cells in control muscles, as mentioned above (S1 Fig).

Following acute injury, the greatest increase in of BrdU positivity was observed in the CD140a^(+)^/Sca1^(–)^ subpopulation (S1 Fig), which increased from 2.8% to 68.1%. Both the CD140a^(+)^/Sca1^(+)^) and CD140a^(–)^/Sca1^(+)^ subpopulations exhibited an 8-fold increase in BrdU positivity. The immobilization models exhibited a much more limited increase in BrdU incorporation, as compared to acute injury, but were similar to each other. All subpopulations showed an increase ranging from 10% in the CD140a^(+)^/Sca1^(–)^ subpopulation up to 33.1% in the CD140a^(+)^/Sca1^(+)^ subpopulation (S1 Fig). These data support the above-mentioned findings of limited proliferative activation of the stromal cell subpopulations in the immobilization models.

### Stromal cells with distinct immunophenotypes show diverse transcriptome dynamics upon activation

Inflammation is known to trigger stromal cell activation globally. Based on the above data, the 3 subpopulations exhibited divergent characteristics, as well as distinct activation dynamics in the immobilization models. As inflammation in the above-mentioned immobilization models is obscure, we sought to identify transcriptomic profiling of the 3 subpopulations in their best-characterized model harboring diffuse inflammation. 

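The expression data come from 6 libraries of sorted stromal cells, 1 for each of the 3 subpopulations in each of 2 states. The states are untreated contralateral muscle and muscle on day 3 after injection of 20 uM cardiotoxin, a snake venom toxin that lyses muscle fibers and leaves the stroma to respond. The paper gives 5 mice for acute injury, and its text does not say how many mice went into each library. Cells that carried CD45 (leukocytes), CD31 (endothelial cells) or CD11b (myeloid cells) were removed by the gate before the sort on CD140a, the receptor encoded by Pdgfra, and Sca1, encoded by Ly6a. The sample labels and the methods give the tibialis anterior as the muscle, while the Results name the gastrocnemius and soleus for acute injury. RNA was made into QuantSeq libraries, which give reads from the 3' end of each transcript, and sequenced on an Ion Proton. The authors aligned the reads to GRCm38 with STAR, counted them, and normalized the counts with DESeq2. The deposited table holds 22483 genes on a variance stabilized log2 scale, on which a gene with no read in a library stands at a shared floor. Inverting that scale gives the normalized counts printed here, and a gene at the floor is called listed at 0. Log2 changes are taken on the deposited scale unless stated, and for low counts they are smaller in size than those of the counts. Between 55.8% and 63.7% of the low values in each library fall on whole reads, within a tolerance of 0.02 reads, and from this step the depth was estimated. The estimated depth in control muscle was 11984361 reads for CD140a(-)/Sca1(+), 3248514 for CD140a(+)/Sca1(-) and 2346643 for CD140a(+)/Sca1(+). After injury it was 14173539, 2094380 and 4076133 reads in the same order. Among these, the library of injured CD140a(+)/Sca1(-) cells stood apart: 69.1% of its genes were listed at 0, against 28.2% to 39.0% in the other 5. Even of 5274 genes with at least 20 normalized counts in each of those 5, 928 were listed at 0 in it, while every other library had 2 or fewer such genes. A value for this library can therefore be 0 for a gene that the other sorts expressed well. The 15532 genes whose 80th percentile was at least 8 were tested with limma, with injury as the factor and subpopulation as the block, as the study's paired comparison does. A gene is described as having risen or fallen when its p was under 0.05 and its change at least 3-fold, the threshold in the legend of Table S1.

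**Figure D1:**
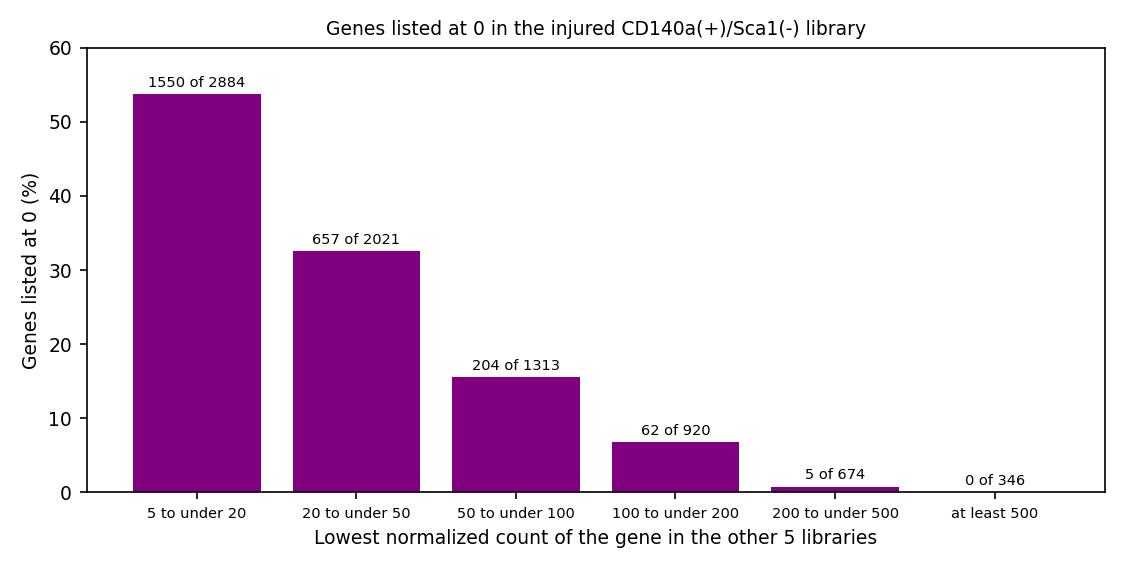
Share of genes listed at 0 in the injured CD140a(+)/Sca1(-) library (y axis, percent), in groups of genes by their lowest normalized count in the other 5 libraries (x axis). Each bar carries the number of genes listed at 0 and the number in the group. The share falls from 53.7% in the group from 5 to under 20 to 0 of 346 genes at 500 or more.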

Stromal cells were isolated from samples obtain on d 3 of acute muscle injury and from control muscles, and were sorted based on the above-mentioned immunophenotypes. The sorting efficiency is presented in S2 Fig. Gene expression signatures of the stromal cell subpopulations were investigated using RNAseq analysis. The raw data and normalized gene counts are accessible from the on-line GEO database (GSE169411).

Initially, univariate class comparison (2-sample t-test with random variance model) was performed to compare the control and acute injury samples using a paired sample option, a significance cut-off of P < 0.01, and a fold change cut-off of ±3. This showed that there were 355 genes that exhibited significant alteration of expression, of which 219 were upregulated and 136 were downregulated (dendrogram is presented in S3 Fig and the gene table is provided in S1 Table). 

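Many genes of the collagen-rich matrix rose after injury, and many genes of endothelial cells and red blood cells fell. The genes with the largest increases included Col3a1 and Col5a1, which encode fibrillar collagens, Postn (periostin) and Tnc (tenascin C), both matrix glycoproteins of healing tissue, and Inhba, the activin A subunit. Among secreted regulators, Ereg (epiregulin, an EGF receptor ligand) and Sfrp2, which binds Wnt proteins, were also in this group. The genes with the largest falls included Fabp4, a fatty acid carrier of capillary endothelium and fat, Ednrb (the endothelin receptor B), Cdh5 (VE-cadherin), Rgs5, a pericyte gene, and the haemoglobin genes Hba-a1 and Hbb-bs. In all, 357 genes rose and 537 fell among 15532 tested. At p under 0.01, the cut-off in the Results text, the counts were 144 and 183. Postn lies on chromosome 3 from 54361109 to 54391037 of GRCm38. It went from 109 to 2237 normalized counts in CD140a(-)/Sca1(+), from 192 to 5919 in CD140a(+)/Sca1(-) and from 106 to 2267 in CD140a(+)/Sca1(+), a log2 change of 4.45 (standard error 0.49, adjusted p = 0.192 from limma). Inhba had a log2 change of 3.87 (standard error 0.48). Of 26 targets of TGF-beta, 11 rose, among them Col1a2 and Postn, and 2 fell (9 higher and 1 lower when adjusted over the list alone; camera adjusted p = 7.54e-11, and adjusted p = 0.261 with an estimated correlation). Myofibroblast markers rose in 8 of 20, with Adam12, Lrrc15 and Tnc among them (8 higher and 0 lower when adjusted over the list alone; camera adjusted p = 3.28e-13, and adjusted p = 0.188 with an estimated correlation). Of 39 markers of FAPs and fibroblasts, 13 rose, Pdgfra, Fbn1 and Gfpt2 among them, and 1 fell (4 higher and 0 lower when adjusted over the list alone; camera adjusted p = 4.29e-10, and adjusted p = 0.299 with an estimated correlation). No gene passed an adjusted p of 0.05 in limma (lowest adjusted p = 0.192), while 1241 genes had an unadjusted p under 0.05. This result depends on the filter. With the limit of 8 set on normalized counts, a filter listed as chosen after the data were seen, 10734 genes were tested and 15 passed. A data set simulated with no injury effect gave 291 genes at the threshold used here. It sets no upper limit on chance calls in the real data, where genes of a list can be correlated and 1 library lists most genes at 0. The median gene changed by -0.33, and 39.9% of the called genes rose. With the medians of the libraries set equal, a choice made after the data were seen, the median gene stood at 0.39 and 87.2% rose. In injured CD140a(+)/Sca1(-), only 6958 genes had reads, against 15532 tested, so the median there is the floor. Setting the medians equal lifts genes without a read in that library, so these values cannot show a rise.

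**Figure D2:**
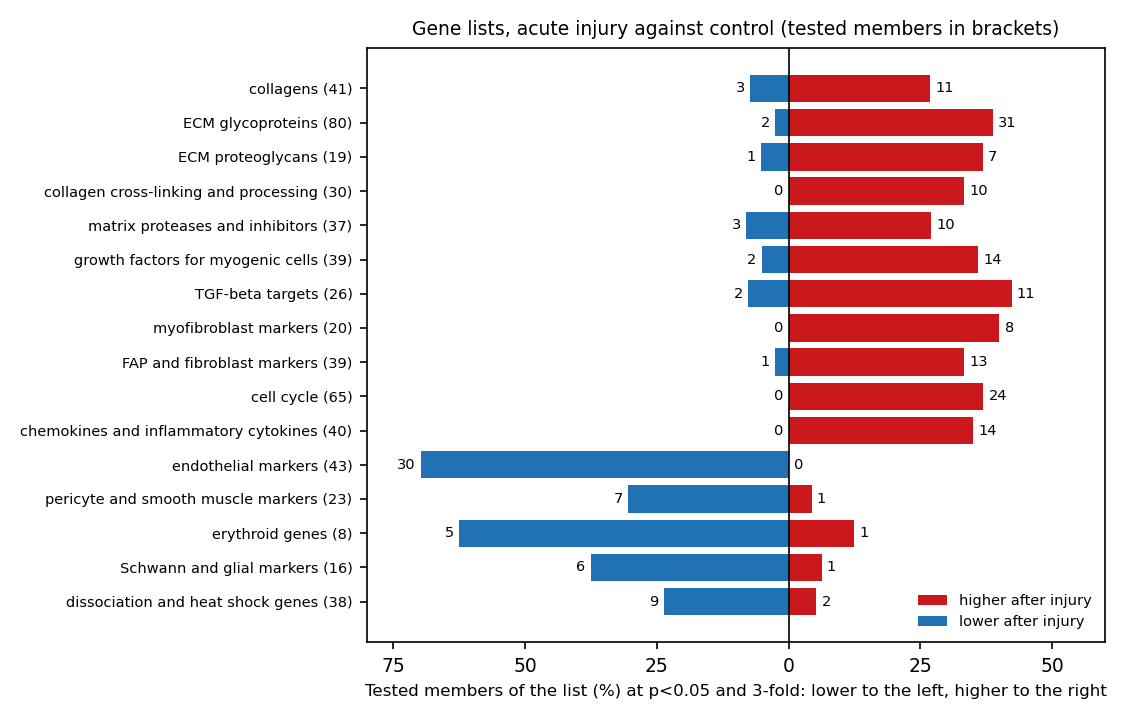
Share of the tested members of 16 gene lists (y axis, number tested in brackets) that rose (red, to the right) or fell (blue, to the left) after injury (x axis, percent). Numbers at the bars count genes. Of the endothelial markers, 30 of 43 were lower and 0 higher, while 31 of 80 ECM glycoproteins were higher and 2 lower.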

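Part of the genes that build, link and cut the matrix rose after injury. Among ECM glycoproteins, 31 of 80 tested rose, with Thbs2 (thrombospondin 2), Fbln2 (fibulin 2) and Fn1 (fibronectin) among them, and 2 fell (22 higher and 2 lower when adjusted over the list alone; camera adjusted p = 2.99e-24, and adjusted p = 0.261 with an estimated correlation). Among ECM proteoglycans, 7 of 19 tested rose, such as Bgn (biglycan), Vcan (versican) and Lum (lumican), and 1 fell (7 higher and 0 lower when adjusted over the list alone; camera adjusted p = 1.13e-05, and adjusted p = 0.261 with an estimated correlation). Of 30 genes for collagen cross-linking and processing, 10 rose and none fell at the threshold (4 higher and 0 lower when adjusted over the list alone; camera adjusted p = 3.22e-12, and adjusted p = 0.261 with an estimated correlation). They include Lox and Loxl1, which oxidize lysines so that collagen and elastin fibers cross-link. Among matrix proteases and their inhibitors, 10 of 37 tested rose and 3 fell (2 higher and 1 lower when adjusted over the list alone; camera adjusted p = 2.53e-10, and adjusted p = 0.299 with an estimated correlation). Thbs2 went from 139 to 1011 normalized counts in CD140a(-)/Sca1(+), from 97.0 to 1422 in CD140a(+)/Sca1(-) and from 39.7 to 855 in CD140a(+)/Sca1(+), a log2 change of 3.53 (standard error 0.52). Lox had a log2 change of 3.44 (standard error 0.49) and Bgn one of 3.58 (standard error 0.56). Mmp14, a membrane-bound collagenase, reached 2.51 (standard error 0.82) with most of its change in the CD140a(+) cells, at 0.51, 2.44 and 4.59 in CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+). Its call is lost without the CD140a(+)/Sca1(+) pair, with a pseudocount of 0.5 and in the unmoderated test. In injured CD140a(+)/Sca1(-) cells, the library listed 24 of the 80 glycoprotein genes and 10 of the 30 cross-linking genes at 0.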

The upregulated gene list was annotated using the DAVID tool [28], showing 2 major annotation clusters with enrichment scores of 26.50 and 24.73, in which both contained genes of secreted ECM components (S2 Table). 

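Of 41 tested collagen genes, 11 rose and 3 fell (10 higher and 2 lower when adjusted over the list alone; camera adjusted p = 1.10e-04, and adjusted p = 0.439 with an estimated correlation). Of the 8 with a mean of at least 100 normalized counts in control muscle, 5 rose and none fell. Of the 12 with such a mean over all 6 libraries, which includes the rise itself, 9 rose and none fell. The median change of the list was -0.14, while the mean was 0.62 and the camera test pointed upwards. Of the 41, 21 were listed at 0 in the injured CD140a(+)/Sca1(-) library. Col3a1, the fibrillar collagen of early scar, lies on chromosome 1 from 45311538 to 45349706 of GRCm38. Its log2 change was 4.62 (standard error 0.53, adjusted p = 0.192 from limma). Col5a1 changed by 4.42 (standard error 0.50), Col5a2 by 3.90 (standard error 0.49) and Col1a2 by 3.71 (standard error 0.49). The network-forming Col8a1 went from 47.6 to 588, from 70.0 to 637 and from 23.8 to 362 normalized counts in CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+). Col6a3, a chain of the beaded-filament collagen VI, did not pass the test, with 6.66, 212 and 26.1 in control muscle and 426, 77.1 and 310.1 after injury. Without the CD140a(+)/Sca1(-) pair, 13 collagens rose and none fell.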

A majority of the collagens and other structural genes related to extracellular remodeling was prominent in the upregulated gene list. The dynamic heat-map clustering of the genes contained in this highest enrichment cluster are presented in Fig 4. 

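Every gene drawn in Fig 4 was higher after injury in all 3 subpopulations. Of the 38 genes, 37 rose at the threshold, and 30 were at least 3-fold higher in each subpopulation. The exception was Sparc (osteonectin, a collagen-binding protein), which missed the 3-fold limit with a log2 change of 1.58 (standard error 0.62), from 3663, 7215 and 3604 to 25559, 9106 and 11080.5 normalized counts in CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+). The group holds collagens, elastic fiber genes such as Eln and Fbn1, and cross-linking enzymes such as Loxl1 (3.83, standard error 0.61). The median change over the 38 genes was 2.83 in CD140a(-)/Sca1(+), 2.95 in CD140a(+)/Sca1(-) and 3.54 in CD140a(+)/Sca1(+). The study chose these genes on the same libraries, so their direction is not independent evidence.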

A similar analysis of the significantly downregulated genes showed downregulation of angiogenesis and tissue homeostasis-related genes, indicating a relative dilution effect due to loss of tissue integrity.

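Markers of blood vessels fell in a larger share than any other list. Of 43 tested endothelial markers, 30 fell and none rose at the threshold (0 higher and 32 lower when adjusted over the list alone; camera adjusted p = 8.46e-28, and adjusted p = 0.188 with an estimated correlation), and 37 were lower in all 3 subpopulations. Of 23 pericyte and smooth muscle markers, 7 fell, Angpt2 (angiopoietin 2), Rgs5 and Myh11 among them, and 1 rose, but the list as a whole was not called (1 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.0618, and adjusted p = 0.339 with an estimated correlation). It was called lower with quantile normalization (adjusted p = 0.0194), without the block (0.0389), without the CD140a(+)/Sca1(-) pair (0.00360) and with median centring (0.00746), the last chosen after the data were seen, and had 0.412 without the CD140a(+)/Sca1(+) pair. Of 8 genes of red blood cells, 5 fell and 1 rose (1 higher and 5 lower when adjusted over the list alone; camera adjusted p = 1.42e-04, and adjusted p = 0.261 with an estimated correlation). Fabp4 lies on chromosome 3 from 10204088 to 10208576 of GRCm38. It went from 2318 to 47.2 normalized counts in CD140a(-)/Sca1(+), from 2590.1 to 156 in CD140a(+)/Sca1(-) and from 29146 to 298 in CD140a(+)/Sca1(+), a log2 change of -5.28 (standard error 0.64, adjusted p = 0.205 from limma). Cdh5, the cadherin of endothelial junctions, stood at 506, 146 and 547 in control muscle and at 17.0, 0 and 21.6 after injury. Emcn (endomucin) went from 287 to 2.41, from 129 to 10.4 and from 879 to 18.3. Rgs5 stood at 413, 88.0 and 465 in control muscle and at 8.92, 0 and 6.89 after injury. Endothelial markers made up 2.23% of the normalized counts in the control CD140a(+)/Sca1(+) library, 0.385% in control CD140a(-)/Sca1(+) and 0.234% in control CD140a(+)/Sca1(-), and 0.0859%, 0.0545% and 0.0282% in the same libraries after injury. In control CD140a(+)/Sca1(+), Fabp4 alone held 29146 of 2071519 normalized counts, so much of the 2.23% rests on this gene. CD31, the gate's endothelial marker, is encoded by Pecam1, which fell with the other endothelial markers. From the fall in angiogenesis and tissue homeostasis genes, the paper reasons that a relative dilution followed the loss of tissue integrity.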

**Fig 4:**
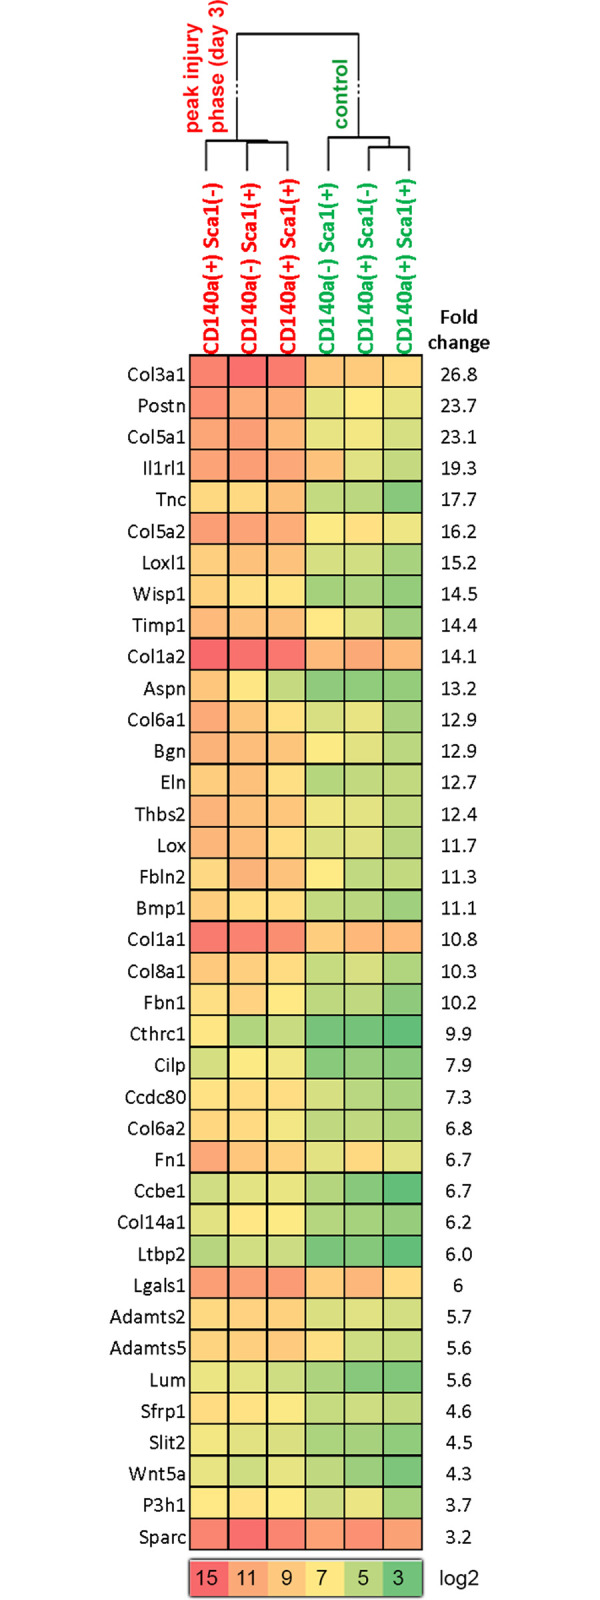
The common subset of upregulated ECM components that sharply differentiated (please see the dendrogram) the control samples from peak injury phase (d 3) are presented as a heat map (log2).

We further attempted to identify major transcripts that delineated the 3 subpopulations and their contribution to ECM. The 300 highest expressing genes exhibiting the highest variation (FC>3) in response to injury were unified. In all, 479 converged transcripts were annotated according to the matrisome gene ontology classification proposed by Naba et al. [29]. The selected matrisome components expressing the most striking commonality (45 transcripts) and discordance are presented in Fig 5 (the matrisome annotation table is presented in S3 Table). 

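Matrix genes made up a large part of what the 3 subpopulations shared. Of 207 tested genes on the 5 matrix lists, 34 were at least 3-fold higher in every subpopulation, against 8.36 if the subpopulations had responded independently. They include Col1a1, Col3a1, Col5a1, Col6a1, Postn, Thbs2, Lox and Loxl1. Another 22 matrix genes were 3-fold higher in both CD140a(+) sorts but not in CD140a(-)/Sca1(+), and 15 in both Sca1(+) sorts but not in CD140a(+)/Sca1(-), while 1 was shared by CD140a(-)/Sca1(+) and CD140a(+)/Sca1(-) alone. At this limit, 92 matrix genes were higher in CD140a(+)/Sca1(+), 66 in CD140a(+)/Sca1(-) and 59 in CD140a(-)/Sca1(+). Across all tested genes, 306 were at least 3-fold higher in CD140a(-)/Sca1(+), 1291 in CD140a(+)/Sca1(-) and 1615 in CD140a(+)/Sca1(+). The order of the CD140a(+) sorts depends on the scaling: scaling to the 75th percentile gave 1369 in CD140a(+)/Sca1(-) and 1042 in CD140a(+)/Sca1(+), and quantile normalization 1805 and 1232. Median centring, chosen after the data were seen, gave 7085 and 1173, while a pseudocount of 0.5 gave 1627 and 3407. Median centring lifts genes without a read in injured CD140a(+)/Sca1(-). Its counts that involve this subpopulation, here and below, therefore do not measure a rise. In all 3, 94 genes were 3-fold higher, against 2.64 for independent lists, and 111 were 3-fold lower, against 12.1. With median centring, chosen after the data were seen, 151 were higher, against 16.8, and 23 lower, against 1.59. With a pseudocount of 0.5, 152 were higher, against 24.0, and 576 lower, against 259. Each count compares 1 library with 1 library, so no test stands behind it. Of the 207 matrix genes, 69 were listed at 0 in injured CD140a(+)/Sca1(-), and 4570 genes were 3-fold lower in that subpopulation, against 675 and 943 in CD140a(-)/Sca1(+) and CD140a(+)/Sca1(+). Joining up to 300 genes with the highest fold from each subpopulation, among those at or above the 75th percentile of expression, gave 626 genes, of which 411 are in Table S3.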

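The main fibrillar collagens were higher after injury in all 3 subpopulations, by amounts that differed between genes. Col3a1 went from 882 to 24649.7 normalized counts in CD140a(-)/Sca1(+), from 682 to 9978 in CD140a(+)/Sca1(-) and from 376 to 14654 in CD140a(+)/Sca1(+). Col5a2 changed by 4.10, 3.52 and 4.07 on the log2 scale in the same order, and Col1a2 by 4.03, 3.32 and 3.77. Col1a1 changed by 4.27, 3.12 and 2.55, with its largest value in CD140a(-)/Sca1(+), and Col5a3 by 2.81, 3.86 and 5.24, with its largest in CD140a(+)/Sca1(+). Of the 41 tested collagens, 10 were at least 3-fold higher in all 3 subpopulations, 14 in CD140a(-)/Sca1(+), 12 in CD140a(+)/Sca1(-) and 13 in CD140a(+)/Sca1(+). Other collagens changed in fewer sorts. Col15a1, found in basement membrane zones, stood at 147 after injury in CD140a(+)/Sca1(-), 11.9-fold above its control on the deposited scale, and at 3.40 and 6.73 in CD140a(-)/Sca1(+) and CD140a(+)/Sca1(+). Col12a1 went from 9.76 to 152 in CD140a(-)/Sca1(+) and from 25.1 to 5.38 in CD140a(+)/Sca1(-). The ECM glycoprotein list had 26 members at least 3-fold higher in CD140a(-)/Sca1(+), 27 in CD140a(+)/Sca1(-) and 39 in CD140a(+)/Sca1(+). Its median log2 change was 1.30, 0.43 and 1.56. Fbn1 (fibrillin 1) changed by 3.49, 2.47 and 3.78, and Ecm1 by 0.20, 5.61 and 2.32. With 1 library per subpopulation and state, the differences between subpopulations were not tested.

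**Figure D3:**
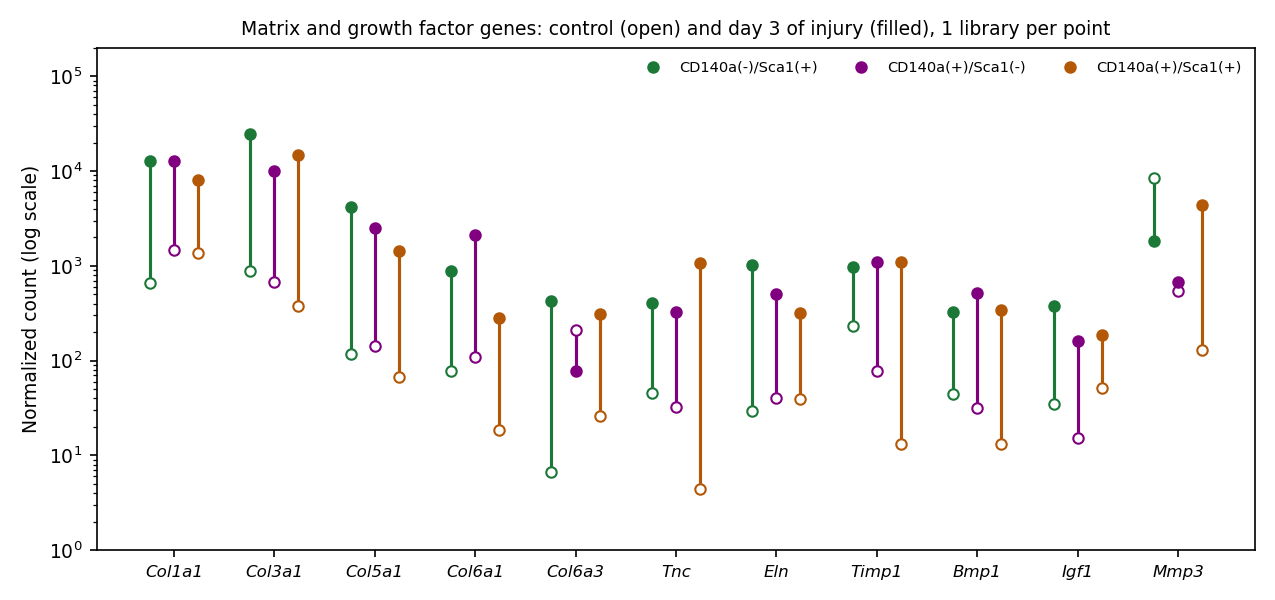
Normalized counts (y axis, log scale) of 11 matrix, protease and growth factor genes (x axis) in control muscle (open circles) and on day 3 of injury (filled circles), joined by a line for each subpopulation, with 1 library per circle. The collagen lines point up except for Col6a3 in CD140a(+)/Sca1(-), and the Mmp3 line points down in CD140a(-)/Sca1(+) and up in CD140a(+)/Sca1(+).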

The findings show that the majority of the collagens were upregulated in a similar mode across all 3 subpopulations; however, the extent of upregulation varied for the ECM glycoproteins. Likewise, tenascin c and elastin exhibited the highest and the lowest upregulation, respectively, in the Sca1^(+)^/CD140^(+)^ subpopulation. 

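Tenascin C had its largest change, and elastin its smallest, in CD140a(+)/Sca1(+) cells. Tnc encodes a glycoprotein of healing tissue and lies on chromosome 4 from 63959785 to 64047015 of GRCm38. It went from 4.44 to 1082 normalized counts in CD140a(+)/Sca1(+), from 45.3 to 401 in CD140a(-)/Sca1(+) and from 32.3 to 326 in CD140a(+)/Sca1(-). On the deposited log2 scale the changes were 6.31, 2.87 and 2.96, and the joint change was 4.05 (standard error 0.80, adjusted p = 0.383 from limma). Eln, the core of elastic fibers, changed by 2.69 in CD140a(+)/Sca1(+), 4.68 in CD140a(-)/Sca1(+) and 3.32 in CD140a(+)/Sca1(-), with a joint change of 3.56 (standard error 0.58). After injury, Eln stood at 316 normalized counts in CD140a(+)/Sca1(+) and 1016 in CD140a(-)/Sca1(+), and its 3 control values lay between 29.1 and 40.5. The control CD140a(+)/Sca1(+) value of Tnc was the lowest of the 3, and the difference between subpopulations rests on 1 library each.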

A similar disproportionate upregulation was also prominent for the matrisome associated regulators, such as Timp1 and Bmp1, which exhibited the least upregulation in the Sca1^(+)^/CD140^(–)^ subpopulation. 

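Timp1 and Bmp1 were higher after injury in all 3 subpopulations, with the smallest change in CD140a(-)/Sca1(+). Timp1 encodes an inhibitor of matrix metalloproteases. Its log2 changes were 2.03 in CD140a(-)/Sca1(+), 3.64 in CD140a(+)/Sca1(-) and 5.54 in CD140a(+)/Sca1(+). Its levels after injury were close to each other, at 976, 1097 and 1090.2 normalized counts, while the control levels ran from 13.3 in CD140a(+)/Sca1(+) to 229 in CD140a(-)/Sca1(+). Bmp1, the protease that cuts the C-terminal end of procollagens, changed by 2.60, 3.63 and 3.92 in the same order, to 327, 514 and 343 normalized counts. Over the 3 pairs, the log2 change was 3.74 for Timp1 (standard error 0.75) and 3.38 for Bmp1 (standard error 0.53), both past the threshold in limma. The differences between subpopulations were not tested.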

A disparate expression pattern was also observed for growth factors, where FAPs are known to support myogenesis through. Induction of IGF1 expression was limited in the Sca1^(+)^/CD140^(+)^ subpopulation. Likewise, the Sca1^(–)^/CD140^(+)^ subpopulation did not exhibit significant upregulation of FGF2 (*bFGF*) or HgF2.

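Igf1, the growth factor that drives myoblast growth and differentiation, rose over the 3 pairs and changed least in CD140a(+)/Sca1(+). It went from 35.0 to 379 normalized counts in CD140a(-)/Sca1(+), from 15.4 to 159 in CD140a(+)/Sca1(-) and from 51.2 to 186 in CD140a(+)/Sca1(+). On the deposited log2 scale these are changes of 3.08, 2.73 and 1.66, with a joint change of 2.49 (standard error 0.53, adjusted p = 0.393 from limma). The CD140a(+)/Sca1(+) control had the highest of the control levels, and its level after injury was above that of CD140a(+)/Sca1(-). Of 39 tested growth factors for myogenic cells, 14 rose and 2 fell (9 higher and 1 lower when adjusted over the list alone; camera adjusted p = 1.16e-10, and adjusted p = 0.188 with an estimated correlation). Besides Igf1, they include Inhba and Ereg, and Ereg stood at 610.1, 830.3 and 87.4 after injury in CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+), against 38.2, 1.28 and 3.53 before.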

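Fgf2 and Hgf, mitogens for muscle stem cells, were higher after injury in both Sca1(+) subpopulations. Fgf2 went from 48.9 to 210.2 normalized counts in CD140a(-)/Sca1(+) and from 25.5 to 192 in CD140a(+)/Sca1(+). In CD140a(+)/Sca1(-) it stood at 10.9 in control muscle and was listed at 0 after injury. Hgf stood at 0.911 in control CD140a(-)/Sca1(+) and was listed at 0 in both other controls. After injury it stood at 20.9 in CD140a(-)/Sca1(+), 0.954 in CD140a(+)/Sca1(-) and 13.7 in CD140a(+)/Sca1(+). Neither gene rose or fell over the 3 pairs at the threshold, with log2 changes of 0.85 for Fgf2 (standard error 0.91) and 1.48 for Hgf (standard error 0.54). At the depth of the injured CD140a(+)/Sca1(-) library, 3 reads correspond to 2.94 normalized counts by counting error alone. That library listed at 0 53.7% of the genes that, like Fgf2, had 5 to under 20 normalized counts as their lowest value elsewhere. Hgf was listed at 0 in other libraries too, so no such share applies to it.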

**Fig 5:**
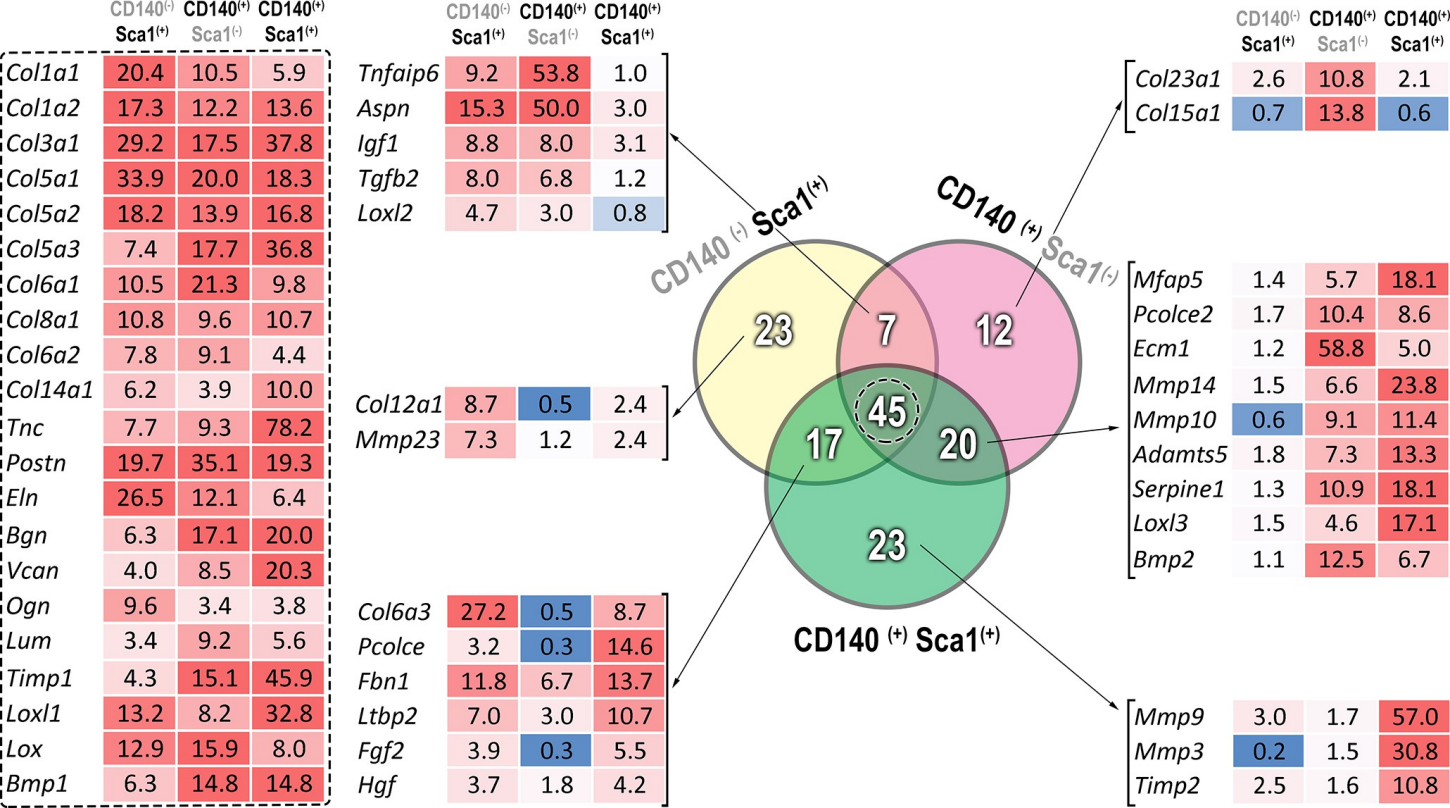
The matrisome gene ontology classification of relevant genes were extrapolated on a converged gene list converged via maximally expressing genes (≥75^th^ percentile) exhibiting highest fold changes of the investigated stromal cell populations. In total, 45 ECM structural proteins were commonly upregulated in all 3 stromal cell subpopulations (dashed box/left panel). Prominent transcripts with known function in ECM regulation, in which upregulation is observed, particularly in a single or shared cell subpopulations, are shown.

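The genes that Fig 5 names as common rose together in the deposited values. All 21 of those named rose over the 3 pairs, and 20 were at least 3-fold higher in each subpopulation. Their median log2 change was 3.32 in CD140a(-)/Sca1(+), 3.32 in CD140a(+)/Sca1(-) and 3.92 in CD140a(+)/Sca1(+). The 9 genes that the figure assigns to both CD140a(+) sorts had medians of 0.37, 2.91 and 3.75 in the same order. Pcolce2, an enhancer of procollagen cleavage, is 1 of them and changed by 0.67, 3.12 and 3.13. The 6 genes assigned to both Sca1(+) sorts had medians of 2.30, -0.38 and 3.27, and the injured CD140a(+)/Sca1(-) library listed 2 of them, Fgf2 and Pcolce, at 0. All were picked on these libraries, so the medians describe the choice and are not independent evidence.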

## Discussion

Among the hallmarks of skeletal muscle degeneration, fibrosis is the most prominent one leading to progressive functional loss and deterioration. FAPs are a heterogeneous subset of skeletal muscle stromal cells that support injury repair and are the main cellular contributor to the development of fibrosis. The present study utilized the widely accepted immune phenotype of CD140a (PDGFRa) and/or Sca1 positivity, and exclusion of hematopoietic and endothelial markers [12, 27] to differentiate FAPs. This rare population of cells, are required for the physiological maintenance [30] and regeneration of skeletal muscle. TGFβ and TNFα [10] are the most well-known pro-inflammatory cytokines that regulate this cell population.

Tenotomy and denervation mimic the fundamental pathological features of chronic degeneration [31, 32] in which inflammatory processes are much more limited than in the case of acute injury evoked by phospholipases (cardiotoxin or notexin). Thus, immobilization models are valuable for the observation of the initiating events that drive the activation of FAPs in the absence of a prominent inflammatory background. The present study aimed to characterize the activation kinetics of stromal cell subpopulations using tenotomy and denervation models.

The present findings show that proliferative activation of FAPs along with immobilization is delayed to a greater degree than in the case of acute muscle injury. In the case of acute muscle injury infiltration of inflammatory cells rapidly trigger activation of FAPs, peaking on d 3 post injury [10]. Apparently, mononuclear cell proliferation following denervation peaks on d 10 to d 14 (2.2-fold) and exhibits a plateau following tenotomy on d 3 to d 7 (3-fold). Fibrosis is accompanying this increase in mononuclear cell number in tenotomy as shown by collagen deposition documented by Sirius red staining (Fig 1C) and verified by rtPCR (Fig 1E). These findings highlight the fact that the molecular events that trigger the proliferation of stromal cells following immobilization progress slowly and last longer than an inflammatory background. The kinetics and events resulting in this plateau effect are primarily due to variations arising from the nature of the models [18].

FAPs are known to consist of a heterogeneous population [33, 34]. The present findings show that tenotomy and denervation evoked a striking variance in activation of stromal cell subpopulations harboring different immunophenotypes. Acute injury induced significant increase of the CD140a^(+)^/Sca1^(+)^ subpopulation, as in the denervation model, but was very limited (6-fold) in the latter case; however, following tenotomy, the major subpopulation that exhibited increase was CD140a^(−)^/Sca1^(+)^. This subpopulation exhibited up to 3-fold increase from d 3 to d 7, which is in-line with the kinetics of total stromal cells (Fig 1), showing that the causative cellular events progress slowly but persistently.

Myofiber damage leads to rapid infiltration of inflammatory cells. The present findings show that almost 50% of the mononuclear cell population in muscle were of CD45^(+)^, CD11b^(+)^, and CD31^(+)^ cells on d 3 following acute injury; however, there was no direct fiber damage to induce such inflammatory activation in the cases of tenotomy and denervation. In control muscle only 10% of the mononuclear cells were CD45^(+)^, CD11b^(+)^, and CD31^(+)^, and this immunophenotype comprised no more that 15% in any of the investigated immobilization models (Fig 3). The investigated models of immobilization exhibited similar rates for this subpopulation (≥12.9% on d 7 post tenotomy and 15% on d 15 post denervation), along with the activation of diverse subpopulations of FAPs. The observed small increase in the inflammatory cell population is not sufficient to explain the diversity of the activated FAPs in the immobilized muscle. Here, we did not observe any significant variance within studied sub-populations of the control samples of hindlimb (gastrocnemius and soleus) and tibialis anterior muscles. However, CD140a^(+)^ Sca1^(+)^ exhibited highest variation within the controls. Further investigation is required to elucidate the number of resident FAPs within different muscle groups.

Non-physiological shortening of fibers of tenotomized muscle was suggested to cause partial segmental necrosis that initiates phagocytic cell activation [35]. Unlike in the case of tenotomy immobilization, denervated muscles protect their architecture. Earlier studies proposed that monocyte infiltration following MCP1 release from the axonal ends in the perisynaptic area was an initiator of inflammatory events following denervation [36]. Similar findings were observed in an SOD1 knock-out familial ALS model [37]; however, none of the above-mentioned mechanisms adequately explain the diversity and kinetic variance of the activated subpopulations observed in the present study’s 2 immobilization models.

In the light of the above-mentioned studies, the present findings indicate that there may be a minute (if any) local or very limited inflammatory response in the studied immobilization models. In an earlier study we postulated that there might be a pathomechanical scenario in which abrupt shortening and an increase in mid-belly diameter of tenotomized muscle might induce activation of ECM-resident TGFβ [18]. The same could also be possible in the case of denervation, in which supra-physiological reduction of the fiber diameter secondary to atrophy could trigger TGFβ activation. Likewise, non-physiological kinetic alterations of the ECM structure might activate ECM modulators (likewise MMPs and TIMPs), which may directly or indirectly contribute to the activation of FAPs [15, 38].

The present study also comparatively investigated the transcriptomes of the studied stromal cell subpopulations, so as to identify common and divergent events in response to inflammation, as well as to compare their resting-state gene expression profiles. In the acute injury model d 3 was selected for comparative analysis of stromal subpopulations and molecular activation signatures based on the fact that d 3 is the peak for activation [33, 39, 40]. Due to the scarcity of the cells, it was not possible to conduct a comparative transcriptome analysis of the subpopulations in immobilization models. The signaling pathways acting on the studied models are diverse and transcriptional profiles of these cells are also expected to be different depending on the model. Based on this limitation of this study, we conducted a descriptive phenotypic transcriptome analysis. The common subset of genes that were upregulated following injury included several structural ECM components, such as collagens and ECM remodelers, including *Bmp1*, *Sfrp1*, *Sfrp2*, periostin (*Postn*), and *Mmp19* (S1 Table and Fig 4). 

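Bmp1, Sfrp1, Sfrp2 and Postn rose after injury, and Mmp19 did not pass the test. Sfrp1 and Sfrp2 are secreted proteins that bind Wnt ligands. Sfrp1 went from 47.6 to 278 normalized counts in CD140a(-)/Sca1(+), from 54.0 to 298 in CD140a(+)/Sca1(-) and from 40.6 to 167 in CD140a(+)/Sca1(+), a log2 change of 2.11 (standard error 0.48, adjusted p = 0.419 from limma). Sfrp2 stood at 30.4 and 9.71 in control CD140a(-)/Sca1(+) and CD140a(+)/Sca1(+) and was listed at 0 in control CD140a(+)/Sca1(-). After injury it reached 459.6 in CD140a(-)/Sca1(+), 599 in CD140a(+)/Sca1(-) and 181 in CD140a(+)/Sca1(+). Mmp19, a metalloprotease that degrades basement membrane proteins, went from 15.3 to 97.4 in CD140a(-)/Sca1(+) and from 7.08 to 80.0 in CD140a(+)/Sca1(+), and from 19.5 to 7.56 in CD140a(+)/Sca1(-). Its joint log2 change was 1.24 (standard error 0.75).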

*Wnt5a* is a striking member of this gene list and supports previous findings of Wnt signaling in FAP biology [41].

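Wnt5a, a ligand of the non-canonical Wnt pathway, rose after injury, with most of the change in the CD140a(+) cells. It went from 11.0 to 88.8 normalized counts in CD140a(+)/Sca1(-) and from 2.30 to 104 in CD140a(+)/Sca1(+), and from 40.8 to 55.1 in CD140a(-)/Sca1(+). The joint log2 change was 2.00 (standard error 0.69, adjusted p = 0.569 from limma). The call is lost without the CD140a(+)/Sca1(+) pair, with a pseudocount of 0.5 and in the unmoderated test. Of 38 tested genes of the WNT pathway, 7 rose and 3 fell (4 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00261, and adjusted p = 0.303 with an estimated correlation). The median change of the list was -0.13, while its mean was 0.27 and the camera test pointed upwards. Those that rose include the secreted inhibitors Sfrp2 and Sfrp4, and Fzd6, a Wnt receptor, fell: it stood at 37.1, 12.3 and 42.6 in control CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+), and at 1.43, 0 and 0.862 after injury. In the injured CD140a(+)/Sca1(-) library, 21 of the 38 genes were listed at 0.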

Furthermore, the present study attempted to identify specific subpopulation-type sets of transcripts or profiles that were upregulated upon activation. Most of the upregulated transcripts in the Sca1^(+)^/CD140^(−)^ and Sca1^(−)^/CD140^(+)^ subpopulations exhibited significant overlap. Among these transcripts, collagens and several ECM components were the most prominent; however, striking upregulation of Tnfaip6 and Aspn differentiated the Sca1^(−)^/CD140^(+)^ subpopulation from the others. 

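The CD140a(-)/Sca1(+) and CD140a(+)/Sca1(-) cells shared 130 genes that were at least 3-fold higher after injury, Col1a1, Eln and Lox among them. This is 42.5% of such genes in CD140a(-)/Sca1(+) and 10.1% of those in CD140a(+)/Sca1(-). Independent lists of these lengths would share 25.4, a ratio of 5.11. The CD140a(-)/Sca1(+) cells shared more with CD140a(+)/Sca1(+): 163 genes, 53.3% of their list, a ratio of 5.12 to the 31.8 of independent lists. The 2 CD140a(+) sorts shared 391 genes, a ratio of 2.91. The order of the counts reversed with median centring, chosen after the data were seen. CD140a(-)/Sca1(+) then shared 329 genes with CD140a(+)/Sca1(-), a ratio of 1.48, and 182 with CD140a(+)/Sca1(+), a ratio of 4.95. Median centring lifts genes without a read in injured CD140a(+)/Sca1(-), so the 329 do not measure shared increases. With a pseudocount of 0.5 the shared genes were 215, a ratio of 1.96, and 498, a ratio of 2.17, in the order of the deposited scale. Across all 15532 tested genes, the correlation between the log2 changes was 0.171 for CD140a(-)/Sca1(+) with CD140a(+)/Sca1(-), 0.234 for CD140a(-)/Sca1(+) with CD140a(+)/Sca1(+) and 0.205 for CD140a(+)/Sca1(-) with CD140a(+)/Sca1(+). Genes are not independent replicates, so no p is given. Of the 130 shared genes, 36 were not 3-fold higher in CD140a(+)/Sca1(+).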

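Tnfaip6 and Aspn changed most in CD140a(+)/Sca1(-). Tnfaip6 (TSG-6) is a hyaluronan-binding protein induced by inflammation, and Aspn (asporin) a small proteoglycan that binds collagen and TGF-beta. Tnfaip6 went from 19.3 to 1318 normalized counts in CD140a(+)/Sca1(-), from 217 to 1984 in CD140a(-)/Sca1(+) and from 83.0 to 84.8 in CD140a(+)/Sca1(+). The highest level after injury was that of CD140a(-)/Sca1(+). Aspn went from 6.43 to 689 in CD140a(+)/Sca1(-), from 6.38 to 235 in CD140a(-)/Sca1(+) and from 7.96 to 41.9 in CD140a(+)/Sca1(+). On the deposited log2 scale the changes were 5.47, 3.12 and 0.03 for Tnfaip6 and 5.44, 3.94 and 1.57 for Aspn. Over the 3 pairs both rose, by 2.87 (standard error 1.02) and 3.65 (standard error 0.80) in limma. The call for Tnfaip6 is lost without the CD140a(-)/Sca1(+) pair, without the CD140a(+)/Sca1(-) pair and in 4 other settings. The differences between subpopulations were not tested.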

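Mmp3, Mmp9 and Timp2 changed most in CD140a(+)/Sca1(+). Mmp3 (stromelysin 1) cleaves proteoglycans and activates other proteases, Mmp9 is a gelatinase, and Timp2 inhibits metalloproteases. Mmp3 lies on chromosome 9 from 7445822 to 7455975 of GRCm38. It went from 129.8 to 4365 normalized counts in CD140a(+)/Sca1(+) and from 543 to 668 in CD140a(+)/Sca1(-), and in CD140a(-)/Sca1(+), where its control level was highest, from 8439.5 to 1849. Mmp9 was listed at 0 in control CD140a(+)/Sca1(+) and stood at 330.1 after injury, and it went from 204 to 605 in CD140a(-)/Sca1(+) and from 13.5 to 22.6 in CD140a(+)/Sca1(-). Timp2 went from 94.5 to 1128 in CD140a(+)/Sca1(+), from 792 to 1854 in CD140a(-)/Sca1(+) and from 805 to 1071 in CD140a(+)/Sca1(-). Over the 3 pairs Mmp9 rose by 2.62 on the log2 scale (standard error 1.05), a call lost without either of the Sca1(+) pairs and in 6 other settings. Mmp3 (1.02, standard error 1.29) and Timp2 (1.68, standard error 0.70) did not pass.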

The Sca1^(+)^/CD140^(+)^ subpopulation exhibited the highest upregulation of Mmp3, Mmp9, and Timp2; however, additional research is needed to validate these proteins as potential pathway predictors or biomarkers.

One critical dilemma related to Sca1 antigen is its absence in humans; therefore, the present study attempted to identify potential cell surface proteins that correlated to Sca1 expression. 

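Sca1 is encoded by Ly6a, a GPI-anchored surface protein, on chromosome 15 from 74994877 to 74998031 of GRCm38. Ly6a stood at 5850.02, 70.4 and 253 normalized counts in control CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+), and at 1177, 2.09 and 4099 after injury. Of the 4 genes the paper names, Tmem106a, a membrane protein, followed it most closely, at 156, 7.06 and 10.6 in control muscle and 32.6, 0 and 255 after injury. Slc2a9 encodes a urate transporter, Serpinb6a an intracellular protease inhibitor and Cstb (cystatin B) an inhibitor of cathepsins. Over the 6 libraries, Pearson's r with Ly6a was 0.961 for Tmem106a (exact permutation p = 0.00417, adjusted 0.0167), 0.922 for Slc2a9 (exact permutation p = 0.00833, adjusted 0.0167), 0.851 for Serpinb6a (exact permutation p = 0.0417, adjusted 0.0556) and 0.570 for Cstb (exact permutation p = 0.231, adjusted 0.231). Spearman's rho was 0.943, 0.886, 0.771 and 0.600 in the same order (exact permutation p = 0.0167, 0.0333, 0.103 and 0.242; adjusted 0.0667, 0.0667, 0.137 and 0.242). All p are two-sided and adjusted over the 4 relations. The paper picked the 4 genes for their correlation with Sca1 in the same libraries, so these p are not independent evidence. Without the 2 libraries farthest from the median of Ly6a, control CD140a(-)/Sca1(+) and injured CD140a(+)/Sca1(-), r was 0.929, 0.703, 0.688 and 0.851. Of 15531 other tested genes, 3899 (25.1%) also had an r above 0.7. On linear normalized counts the lowest adjusted p was 0.139.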

Tmem106a, Cstb, Slc2a9, and Serpinb6a exhibited a >0.7 correlation to Sca1 expression in the whole data set; however, the validity of these potential markers needs to be further elucidated. A number of biomarkers were previously reported to correlate with FAP phenotype and we further evaluated the expression of some previously reported FAP-related biomarkers in our data-set.

Firstly, the present study focused on highly expressed genes that play a role in tissue remodeling and ECM architecture, and are activated via injury in all 3 studied stromal subpopulations. 

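TGF-beta targets, collagen cross-linking genes and matrix proteases had medians above that of all tested genes in each subpopulation. The TGF-beta target list had median log2 changes of 1.29, 0.58 and 1.50 in CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+). Collagen cross-linking and processing genes had 1.26, 0.61 and 1.35, and matrix proteases and inhibitors 0.23, 0.41 and 1.68. The collagen list had 0.30, -0.96 and 0.39. For all tested genes the medians were -0.23, -0.76 and 0.11, so the collagen median in CD140a(+)/Sca1(-) was below that of all genes. The cell cycle list, which holds genes of S phase and mitosis, had medians of 0.68, 0.34 and 2.45, and 8, 25 and 49 of its 65 genes were at least 3-fold higher. Over the 3 pairs, 24 rose and none fell at the threshold (13 higher and 0 lower when adjusted over the list alone; camera adjusted p = 2.99e-24, and adjusted p = 0.299 with an estimated correlation). Top2a (topoisomerase II alpha) went from 5.25 to 70.0 normalized counts in CD140a(-)/Sca1(+), from 7.07 to 185 in CD140a(+)/Sca1(-) and from 5.30 to 216 in CD140a(+)/Sca1(+), and Cdk1, the kinase of mitotic entry, from 12.7 to 219, from 9.03 to 104 and from 41.0 to 845. Of the 65, 22 were listed at 0 in injured CD140a(+)/Sca1(-). The transcripts do not measure BrdU uptake. From a shared matrix profile beside proliferation in CD140a(+)/Sca1(-) alone, the paper reasons that proliferation and pro-fibrogenic remodeling are distinct events. The cell cycle transcripts did not single out CD140a(+)/Sca1(-): more of them were 3-fold higher in CD140a(+)/Sca1(+), 49 against 25. The 22 genes listed at 0 leave the count of CD140a(+)/Sca1(-) uncertain. The paper's Results also describe increased BrdU positivity after acute injury in the other subpopulations.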

Although all 3 of investigated stromal cell subpopulations share a somewhat similar expression profile of ECM components, interestingly only the Sca1^(−)^/CD140^(+)^ subpopulation exhibited striking proliferation in response to injury (Fig 2). This observation shows that activation towards proliferation and induction of pro-fibrogenic tissue remodeling are 2 distinct events triggered by common mediators of pro-inflammatory signaling. Interestingly, the CD140a^(+)^/Sca1^(−)^ subpopulation exhibited the greatest level of LepR (leptin receptor) positivity and it’s expression was uniquely enhanced by injury (S4 Table). It was previously reported that LepR^(+)^CD140a^(+)^CD45^(−)^ mesenchymal stromal cells are the primary cellular source of myelofibrosis in bone marrow. These cells were identified as the supporting cellular components for AML and responsible for the fatty degeneration of bone marrow [42, 43]. 

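Lepr, the leptin receptor, was highest in injured CD140a(+)/Sca1(-) cells. It went from 8.11 to 223 normalized counts there, from 9.10 to 23.0 in CD140a(-)/Sca1(+) and from 25.7 to 27.8 in CD140a(+)/Sca1(+). Lepr lies on chromosome 4 from 101717404 to 101815352 of GRCm38. The 95% exact Poisson interval of the injured CD140a(+)/Sca1(-) value was 196 to 255, above the upper bound in every other library. The intervals were 6.79 to 12.1 and 19.5 to 26.8 before and after injury in CD140a(-)/Sca1(+), and 17.1 to 36.8 and 20.6 to 36.1 in CD140a(+)/Sca1(+). In control muscle, CD140a(+)/Sca1(+) had the highest value. The intervals cover counting error only, since reads without molecular identifiers are not independent molecules. Over the 3 pairs the log2 change was 1.54 (standard error 0.79), which did not pass the test. In the same library, 18 genes stood at 200 or more while every other library had 20 or less, against 0 to 2 such genes in each of the others.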

Although the LepR^(+)^ phenotype is not investigated in skeletal muscle (yet), CD140a^(+)^/Sca1^(−)^ is likely to be a corresponding subpopulation accompanying fatty degeneration secondary to metabolic ECM changes in patients with diabetes and obesity. In contrast, CD140a^(−)^Sca1^(+)^ is a much more heterogeneous subpopulation, as Sca1 is a ubiquitous marker in mice. Even myoblasts are known to be Sca1 positive; thus, in order to confirm the exclusion of any myoblasts, we cultured CD140a^(−)^/Sca1^(+)^ FAPs and induced adipogenic and myogenic differentiation. Effective adipogenic differentiation was easily observed, whereas myotube formation was absent (S4 Fig). The absence of any myoblast-specific gene expression based on our transcriptome studies supports the exclusion of myoblasts.

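Pax7, Myod1, Myf5 and Myog, transcription factors of muscle stem cells and myoblasts, had few reads, at most 20 in any library. Pax7, the transcription factor of satellite cells, stood at 1.31, 3.85 and 6.18 normalized counts in control CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+), and Myod1, the myogenic determination factor, at 3.75, 8.35 and 11.5. Both were listed at 0 in every library after injury. Myf5 was listed at 0 except for 0.883 in control CD140a(+)/Sca1(+). Myog (myogenin) reached at most 1.50, in control CD140a(-)/Sca1(+). For CD140a(-)/Sca1(+), the subpopulation the paper put into culture, 3 reads correspond to 0.562 normalized counts in control muscle and 0.439 after injury. Of 17 tested satellite cell and myoblast markers, 1 rose, Vcam1, which stromal cells also express, and none fell (0 higher and 0 lower when adjusted over the list alone; limma camera adjusted p = 0.475). Of 20 muscle fiber genes tested with limma, 0 rose or fell at the threshold, and 2 had an unadjusted p under 0.05 (camera adjusted p = 0.123). This muscle fiber list was called lower without the CD140a(+)/Sca1(-) pair (camera adjusted p = 0.0197). Ckm (muscle creatine kinase) stood at 30.4, 3.85 and 30.9 in control muscle and at 12.1, 0 and 3.71 after injury. The paper takes the absence of such expression, beside the culture, as support for the exclusion of myoblasts.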

As earlier studies proposed a number of differentiating and specific markers for various FAP subpopulations, we looked for the presence of such markers in the present study’s data. Wisp1 was defined as a proliferation-enhancing factor for FAPs and was reported to diminish with age, limiting muscle regenerative capacity [44]. Wisp1 upregulation (almost 2-fold) was partially evident following injury in all stromal cell subpopulations investigated in the present study. 

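Wisp1 (Ccn4), a secreted matrix-associated signalling protein, rose over the 3 pairs and was higher after injury in every subpopulation. It lies on chromosome 15 from 66891320 to 66923201 of GRCm38. Its normalized count went from 16.6 to 309 in CD140a(-)/Sca1(+), from 20.5 to 444 in CD140a(+)/Sca1(-) and from 8.05 to 249.95 in CD140a(+)/Sca1(+). On the deposited log2 scale these are changes of 3.56, 3.87 and 3.87, or 11.8-fold, 14.6-fold and 14.6-fold. The joint change was 3.76 (standard error 0.48, adjusted p = 0.206 from limma, higher in 3 of 3 subpopulations). The ratio of the log2 levels themselves, injury over control, was 1.75, 1.78 and 1.93.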

Vcam1 and/or Tek expression was also suggested to be upregulated in an inflammatory environment [33]. 

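Vcam1 rose after injury with its larger changes in the CD140a(+) cells. It encodes an adhesion molecule that leukocytes bind, and it went from 113 to 1719 normalized counts in CD140a(+)/Sca1(-) and from 40.9 to 339 in CD140a(+)/Sca1(+). In CD140a(-)/Sca1(+), where its control level was the highest of the 3, it went from 1659.9 to 2180.4. Over the 3 pairs Vcam1 rose by 2.31 on the log2 scale (standard error 0.75, adjusted p = 0.555 from limma), a call lost without either of the CD140a(+) pairs and in 3 other settings. Tek, the angiopoietin receptor Tie2, did not pass the test: it stood at 14.1, 9.45 and 24.2 in control CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+), and at 10.3, 0 and 0 after injury. From an induction of Wisp1, Lepr and Vcam1 that it ascribes to CD140a(+)/Sca1(-) alone, the paper proposes divergent mechanisms for proliferation and for the secretory response.

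**Figure D4:**
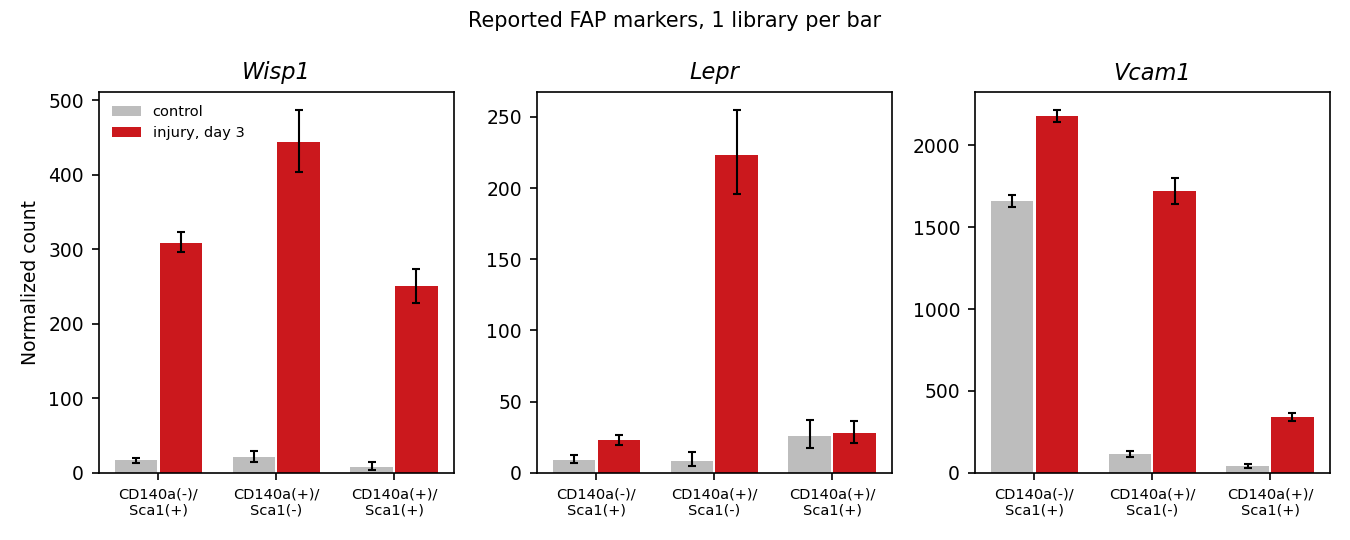
Normalized counts (y axes, from 0) of Wisp1, Lepr and Vcam1 in control muscle (grey) and on day 3 of injury (red) for each subpopulation (x axis). Each bar is 1 library, and error bars are 95% exact Poisson intervals of its reads, which cover counting error only. Wisp1 is higher after injury in all 3 subpopulations, and Lepr is highest in injured CD140a(+)/Sca1(-).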

Apparently, induction of Wisp1, LepR, and Vcam1 expression was only valid for the CD140a^(+)^/Sca1^(−)^ subpopulation (S4 Table), signifying the highly heterogeneous nature of FAPs and indicating that there are divergent mechanisms controlling the proliferative activation and secretory (ECM) response to environmental stimuli. The present study’s findings further exclude inflammation as a *sine-qua-non* for fibrosis.

## Conclusion

FAPs are a heterogeneous population that can exhibit a variety of kinetics in the inflammatory environment following acute tissue injury. To the best of our knowledge the present study is the first to show that inflammation may not be a pre-requisite for FAP activation following immobilization. The delayed proliferation kinetics observed in response to immobilization indicate that signals other than pro-inflammatory cytokines may trigger activation of FAPs, leading to irreversible architectural changes in the stroma. Diverse cellular subpopulations contribute to distinct aspects (ECM components) of skeletal muscle tissue in the case of remodeling. FAPs in skeletal muscle and stromal cells of other organs may have similar phenotypes and functions.

## Supporting information

S1 Fig Stromal cells were enumerated based on relevant immunophenotypes (CD140a(+) Sca1(-), CD140a(-) Sca1(+) and CD140a(+)Sca1(+)) and BrDU positivity. Typical flowcytometry panels from acute injury (day3), tenotomy (day 7) and denervation (day10) are shown in the upper panel (n = 10). BrdU positivity of each stromal subpopulation is calculated and presented in pie charts in lower panel. Diminutive amount of BrdU positivity was observed in the control samples and the highest proliferation in stromal cells was observed following acute injury. Stromal cells from the immobilization models exhibited limited BrdU positivity (n = 10 for each group).
(TIF) Click here for additional data file.

S2 Fig Stromal cells isolated from the control muscles and the 3rd day samples following acute injury. Cells were sorted based on relevant immunophenotypes. Sorting efficiencies for each sub-population was assessed using flow cytometry. Lowest enrichment was observed in CD140a(+)Sca1(+) population in control samples (80%).
(TIF) Click here for additional data file.

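The transcripts of the sorted proteins followed the sort for Sca1 more closely than for CD140a. Ly6a was lowest in CD140a(+)/Sca1(-) in both states, where the sort asks for cells without Sca1, with 95% exact Poisson intervals of 58.1 to 85.2 in control muscle and 0.238 to 7.09 after injury. In the control CD140a(+)/Sca1(+) library its interval was 224 to 283, against 5785 to 5915 in control CD140a(-)/Sca1(+). Pdgfra, which encodes CD140a and lies on chromosome 5 from 75152292 to 75198215 of GRCm38, stood at 211 normalized counts in control CD140a(-)/Sca1(+), the sort without CD140a, and at 33.6 and 26.3 in control CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+). After injury it was highest in CD140a(+)/Sca1(+), at 1240.01, and stood at 335 and 203 in CD140a(-)/Sca1(+) and CD140a(+)/Sca1(-). Of the proteins used to exclude cells, Pecam1 (CD31) stood at 47.4, 19.8 and 105 in control CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+), and at 1.39, 0 and 1.51 after injury. Ptprc (CD45) reached 20.5 in control CD140a(-)/Sca1(+) and at most 2.50 elsewhere. Itgam (CD11b) stood at 24.0, 13.5 and 18.5 in control muscle and at 22.5, 27.5 and 8.48 after injury. Of 28 macrophage and myeloid markers, 4 rose, Gpnmb, Spp1 and Lyz2 among them, and none fell (2 higher and 0 lower when adjusted over the list alone; camera adjusted p = 7.41e-07, and adjusted p = 0.299 with an estimated correlation). Spp1 and Gpnmb are also expressed by stromal cells. With median centring, chosen after the data were seen, 12 of the 28 rose, but it lifts genes without a read in injured CD140a(+)/Sca1(-). With quantile normalization 4 rose. The list made up 0.0845%, 0.0752% and 0.0542% of the normalized counts in control CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+), and 0.184%, 0.314% and 0.180% after injury. Of 9 neutrophil markers and 13 lymphocyte and NK markers, 1 of each fell (S100a9 and Ighm) and none rose (camera adjusted p = 0.393 for the first, and for the second camera adjusted p = 0.0216, and adjusted p = 0.622 with an estimated correlation).

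**Figure D5:**
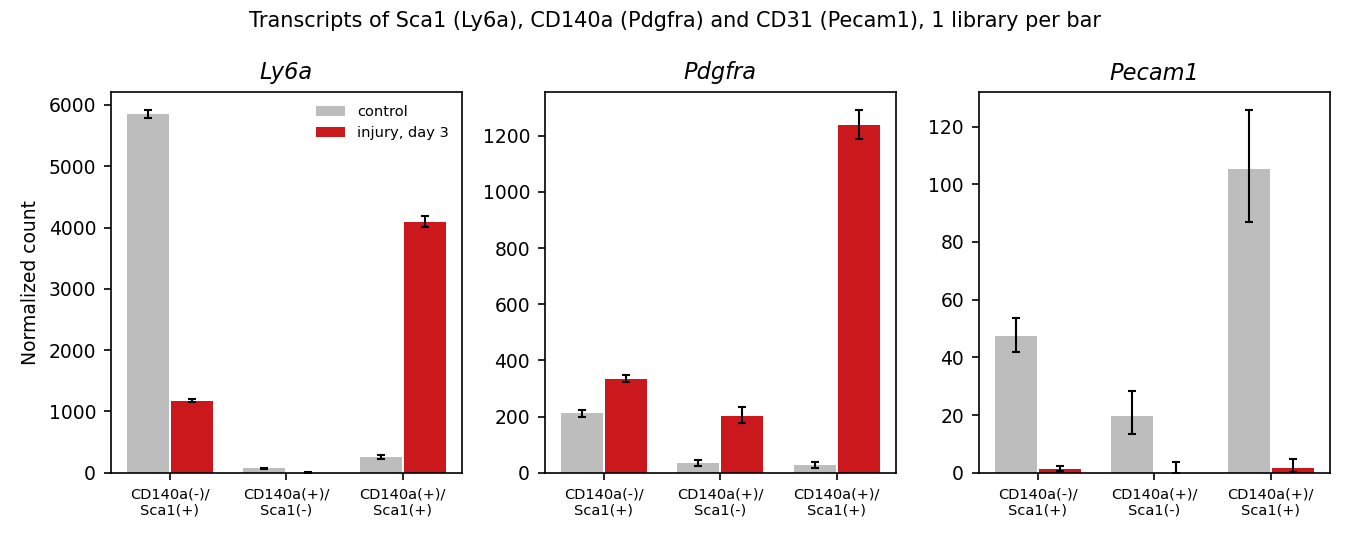
Normalized counts (y axes, from 0) of Ly6a, Pdgfra and Pecam1 in control muscle (grey) and on day 3 of injury (red) for each sorted subpopulation (x axis). Each bar is 1 library, and error bars are 95% exact Poisson intervals of its reads, for counting error only. Pdgfra is highest in CD140a(-)/Sca1(+) among the control libraries and in CD140a(+)/Sca1(+) after injury.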

S3 Fig Unsupervised distribution dendrogram of samples (all transcripts) are shown in A. Distribution of samples using significant genes (S1 Table) are presented in B.
(TIF) Click here for additional data file.

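Libraries grouped partly by subpopulation and partly by state when all tested genes were used. The control and injured CD140a(-)/Sca1(+) libraries joined first, at a distance of 0.0858 (1 minus the correlation of the log2 values across genes), and the injured CD140a(+)/Sca1(+) library joined them at 0.0955. The control CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+) libraries formed a second pair at 0.0986. The injured CD140a(+)/Sca1(-) library joined last, at 0.264. Its mean correlation with the others was 0.736, against 0.819 to 0.863 for the rest. Collagen genes such as Col1a1, which went from 652 to 12744, from 1458 to 12759.6 and from 1374 to 8114 normalized counts in CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+), part the states, while Ly6a was lowest in CD140a(+)/Sca1(-) in both states. Correlations are across genes, which are not independent replicates.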

S4 Fig Stromal cells were sorted based on CD140a(-) Sca1(+) immunophenotype and were cultured to confluence (upper panel). Upon reaching confluence, cells were subjected to adipogenic or myogenic differentiation and observed up to 10 days. No myofibers was observed along the observation period. Lipid accumulation could be observed in some of the cells (mid panel). On the contrary, induction of adipogenic differentiation could be robustly induced in the majority of the cells (lower panel).
(TIF) Click here for additional data file.

S1 Table A paired t-test was performed to compare the gene expression profiles of stromal cells in control and acute injury conditions. This revealed 355 genes that exhibited significant alteration of expression where 219 were upregulated and 136 were downregulated. Genes were filtered with a significance cut-off of p<0.05 and a fold change cut-off of ±3.
(XLSX) Click here for additional data file.

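Table S1 lists the fold change and the p of each gene from the paired comparison. Its fold changes and those computed from the deposited values had a correlation of 1.00 on the log2 scale, with a median offset of 0.11. This covers the 353 genes that were both matched and tested. In the deposited values 213 of the paper's upregulated genes rose and 134 of its downregulated genes fell, and none of the 353 had the opposite sign in any subpopulation. Il1rl1, the receptor of interleukin 33, is among the former and went from 999 to 4318 normalized counts in CD140a(-)/Sca1(+), from 89.9 to 2663 in CD140a(+)/Sca1(-) and from 43.1 to 2763 in CD140a(+)/Sca1(+). Angpt2 is among the largest falls in limma, at -4.90 (standard error 0.54). The highest p in the paper's table is 0.0499, 95 of its genes have a p under 0.01, and its lowest false discovery rate is 0.319.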

S2 Table Upregulated gene list was annotated using the DAVID tool that revealed two major annotation clusters with enrichment scores of 26.50 and 24.73, both containing genes of secreted extracellular matrix components. (XLSX) Click here for additional data file.

S3 Table Unified list of the highest expressing (top 300) genes exhibiting the highest variation (FC>3) in response to injury in the three studied cell subpopulations. This signature was annotated using the matrisome gene ontology classification presented in Fig 5.
(XLSX) Click here for additional data file.

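Table S3 gives, for each of its genes, the fold change in each subpopulation. On the log2 scale its folds had a correlation of 1.00 with those of the deposited values in every subpopulation, over 479 genes, with offsets of 0.08 in CD140a(-)/Sca1(+), 0.26 in CD140a(+)/Sca1(-) and -0.01 in CD140a(+)/Sca1(+). In the deposited values all 479 were at least 3-fold higher in some subpopulation: 188 in CD140a(-)/Sca1(+), 315 in CD140a(+)/Sca1(-), 323 in CD140a(+)/Sca1(+) and 80 in all 3. The injured CD140a(+)/Sca1(-) library listed 53 of them at 0, and 32 were at least 3-fold lower there. Erlin1, Tmem170 and Il1rn had some of the largest folds in CD140a(+)/Sca1(-): Tmem170 went from 13.5 to 2649 normalized counts there, from 24.4 to 22.4 in CD140a(-)/Sca1(+) and from 5.30 to 13.8 in CD140a(+)/Sca1(+).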

S4 Table Expression of previously identified markers attributed to FAPs are documented in the investigated subpopulations. (XLSX) Click here for additional data file.

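Table S4 gives a value per library for 6 genes proposed as FAP markers. Hic1, a transcriptional repressor of resting mesenchymal cells, stood at 8.62, 7.71 and 5.30 normalized counts in control CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+), and at 18.3, 0 and 7.95 after injury. Osr1, a transcription factor of embryonic and injury-activated FAPs, stood at 24.2, 0.642 and 5.30 in control muscle and at 32.3, 0.981 and 48.2 after injury. Neither rose or fell at the threshold, with log2 changes of -0.22 (standard error 0.61) and 0.81 (standard error 0.59). The table holds values of 0, which the deposited scale cannot hold, and its scale is not stated. Read as log2 of a normalized count plus 1, its 36 values correlate at 0.787 with those here, and 25 of them are over 1.5-fold apart. The values of 0 do not all coincide: Osr1 in control CD140a(+)/Sca1(+) is at 0 in the table, and Hic1 in injured CD140a(+)/Sca1(-) is at 8.37.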

How the deposited data were processed for this re-analysis (not part of the article)

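Stromal cells of mouse hind limb muscle were sorted into 3 subpopulations, CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+), from untreated contralateral muscle and from muscle on day 3 after cardiotoxin, with 1 library per subpopulation and state. No subpopulation has a second library in the same state, so the 3 subpopulations serve as the replicates of the injury comparison, as in the paper's paired comparison.

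The authors trimmed the reads with FastX-Toolkit, aligned them to GRCm38 (mm10, Ensembl release 90) with STAR and BRB-seqtools, and normalized the counts with DESeq2. The deposited values are log2 values that the authors made with DESeq2 from the counts, by size factors and a variance stabilizing transformation. The number of genes in the deposited table is 22483, and 22453 of their identifiers were matched to GENCODE M21 or to the table of gene names. The transformation was inverted to normalized counts, and the inversion was tested on simulated data. A gene with no read in a library is described as listed at 0, and no fold within a subpopulation is quoted against it for a single gene, except for bounds set by 3 reads in that library in the comparison with Table S4. Fitted changes, counts of 3-fold changes and list medians use the lowest value of the deposited scale for such a gene, so they depend on that scale and are no bounds.

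The step between neighboring low values gives the size of 1 read in each library. Of the low values, 55.8% to 63.7% per library lie within 0.02 reads of a whole number. Because the share is not complete, whole reads were not recovered for every gene, and the count models planned with edgeR and DESeq2 were not run. From the steps, the depth was estimated at 2094380 to 14173539 reads, a ratio of 6.77 between the highest and the lowest. In the shallowest library 3 reads equal 2.94 normalized counts. Poisson intervals in the text are exact, at 95%, and cover counting error only.

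The injury comparison used limma 3.58.1 in R 4.3.3, with subpopulation as block and moderated variances without a trend (prior degrees of freedom 4.11, residual degrees of freedom 2). The plan had named log2 of the normalized count plus 1 as the scale. Since the deposited table is already on a log2 scale, the deposited values were tested instead, and the planned scale was run as an alternative. Genes were kept when the 80th percentile of their values, on the linear form of the deposited scale, was at least 8, which left 15532. A gene with no read stands at 5.93 on that form, so the limit lies close above the floor. The same limit on normalized counts left 10734 genes, of which 15 had an adjusted p under 0.05 in limma. P values were adjusted by Benjamini and Hochberg over these genes, and also over each fixed list alone. The thresholds are a p under 0.05 and a 3-fold change, as in the legend of Table S1, and a p under 0.01 for the cut-off in the Results text. Each subpopulation was also compared with the mean of the other 2. Within a subpopulation, 1 library is compared with 1 library, and only fold changes are given.

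The 35 gene lists, the tests and the first set of alternatives were fixed before the data were examined. Lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and fry as alternatives, and adjusted over the 35 lists. Correlations with Ly6a used all 720 orders of the 6 libraries. Simulated data with 200 changed genes gave the recovery at known effects: of 100 genes changed by 2 on the log2 scale 72 were found, and of 100 changed by 4 all were found. In the same simulation 263 unchanged genes also passed the threshold. Further computing used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

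Named genes follow a rule set with the lists. They are the genes the paper names in its text, Fig 4, Fig 5 and Table S4, whose values in the paper's tables had been seen, and the 15 genes with the largest change in each direction among those past the threshold and changed the same way in all 3 subpopulations. For each list, up to 4 members with the largest change past the threshold were added, or up to 4 with the highest mean where none passed. For each subpopulation, the 8 largest changes in each direction were added among genes with at least 100 normalized counts in the pair. Outside the rule, Cd36, Cox6a1, Eng, Gm10800, Ndufa9, Vwf and Xbp1 were chosen after their values were seen.

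Alternatives changed the pseudocount, the filter, the scaling between libraries, the variance prior and the block, and left out each subpopulation in turn. Alternatives chosen after seeing the data are the pseudocount of 1 on the scale the plan had named, median centring, a filter on normalized counts, library offsets taken from Table S3, and median centring together with the variation filter of the methods. Flow cytometry, histology and culture were not analysed here. The result of 1 gene that the rule covers is not reported here.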

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

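The tests weighed in this part were chosen after the results were seen, although the fits without the block and without a pair had been planned as alternatives. Dixon's test at 95% marks about 1 in 20 groups of 6 by chance.

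The injured CD140a(+)/Sca1(-) library lies far from the other 5: 69.1% of its genes are listed at 0 and its mean correlation with them is 0.736 (Dixon's q 0.736 and 0.653, both above the 95% limit). Lower sequencing depth is argued against, since the other libraries thinned to 2094380 reads kept at least 12765 genes with reads, against 6958 in this library. A cell type that uses fewer genes is also argued against, since genes for basic cell functions that the other 5 libraries express are listed at 0 about as often as other genes of their level (6.97%, against 4.98% to 11.9% in matched sets, 0.824 of their median), Cox6a1, Ndufa9 and Xbp1 among them. Loss of molecules before sequencing stays open and may be the source, since 928 genes listed at 0 have at least 20 normalized counts in each other library, and the share listed at 0 falls with their level there. Part of what is lower in CD140a(+)/Sca1(-) after injury may therefore reflect the library, and the injury itself stays among the open explanations.

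Endothelial genes fell in a larger share than any other list, although the gate removed CD31-positive cells. Scaling between libraries is argued against, since 93.0% of the list stay below 0 after median centring, and so is the sparse injured library, since 32 of the list fell without that pair, against 30 with it. Endothelial cells, or RNA from them, in the control sorts may be a source: of 42 endothelial genes with at least 5 counts on average in control muscle, 88.1% were lower in all 3 subpopulations, but a loss of vessels or a fall of these genes in the stromal cells would give a high share too. The abundant genes Fabp4 and Cdh5 reached 29146 and 547 normalized counts in control CD140a(+)/Sca1(+), and 5 of the 44 listed genes (Cd36, Eng, Fabp4, Tek and Vwf) are also on other lists. The legend of S2 Fig reports the lowest sort enrichment for control CD140a(+)/Sca1(+), without naming the other cells. These explanations were not told apart and all stay open.

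Pdgfra mRNA was higher in control CD140a(-)/Sca1(+), the sort without CD140a, than in both other control libraries. Counting noise is argued against, since the lower bound of the interval there is 198.9 and the upper bounds of the others are 43.8 and 37.8. A swap of the control CD140a(-)/Sca1(+) and CD140a(+)/Sca1(+) libraries may be the source and stays open: Ly6a and Pdgfra both reverse their order between these sorts from control to injury, as a swap would give, while the difference between the sorts correlated weakly across genes between the states, at 0.143 (bootstrap over 3457 genes 0.101 to 0.185), where a swap would be expected to give a value below 0. Correlations of these control libraries with the injured libraries of their sorts summed to 1.731 as labelled and 1.722 when swapped. This difference is too small to decide. The injury test without the block, which a swap leaves unchanged, gave 337 genes higher and 485 lower, against 357 and 537 with it, while results per subpopulation would change. A wrong label of a single library, or protein and mRNA that differ, also stays open and was not tested.

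Control CD140a(+)/Sca1(+) stands out in background-like signal. Sensory receptor genes make up 1.90% of its normalized counts and Gm10800 and related predicted genes 4.25%, against at most 0.943% and 0.552% elsewhere (Dixon's q 0.642 and 0.887).

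Some changes run opposite ways between subpopulations, and these differences were not tested. In all, 557 genes were at least 3-fold higher in 1 subpopulation and at least 3-fold lower in another. Of these 557, 398 are listed at 0 in some library, and 38 have at least 20 normalized counts in all 6. The count of 557 depends on the processing. It was 2412 with a pseudocount of 0.5, 337 with quantile normalization and 1866 with a pseudocount of 1, the last chosen after the data were seen. Mmp3 changed by -2.18 in CD140a(-)/Sca1(+) and 4.95 in CD140a(+)/Sca1(+), and the median of the interferon-stimulated genes by -2.29 and 2.15.

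Outside the genes the paper discusses, 24 cell cycle genes and 14 chemokine and cytokine genes rose after injury.

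Exchanging libraries between the states gives 10 splits of 3 against 3, which are too few for a share under 0.05. For genes past the threshold, the real split gave 894 and the highest other 4087, with 3 of the 10 at or above the real value. A split with several times the real count points to a structure of the samples: the 4087 come from 2 splits that part 1 pair only, and under the block these are the same fit. The other splits that part all 3 pairs gave at most 363. For gene lists, the real split gave 25 and the highest other 24, or 18 among the other splits that part all 3 pairs, with 1 of the 10, the real one, at or above it.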

How the results depend on the processing

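The pseudocount of 1, median centring, the filter on normalized counts, the offsets of Table S3 and median centring with the variation filter were chosen after seeing the data. Both forms of median centring lift genes without a read in injured CD140a(+)/Sca1(-), where the median is the floor. Their counts of genes that rose are therefore no measure of a rise. No named gene past the threshold in either setting changed direction, and no list called with all pairs was called the opposite way. Among lists not called with all pairs, interferon-stimulated genes pointed up without CD140a(-)/Sca1(+) (camera adjusted p = 5.66e-10) and down without CD140a(+)/Sca1(+) (0.00319) or CD140a(+)/Sca1(-) (0.721), and mitochondrially encoded genes up without CD140a(+)/Sca1(+) (6.02e-04) and down without CD140a(+)/Sca1(-) (0.0136) or CD140a(-)/Sca1(+) (0.675). Of 211 values of the comparisons under the alternatives, 147 kept their side of the threshold or stayed within 1.5 times, and of 4216 values for named genes and single results, 3634 did, 352 were weaker, 144 stronger, 2 reversed and 84 moved.

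Counts here give genes higher and lower. At p under 0.05 and 3-fold, the unmoderated test gave 114 and 180, and at p under 0.01 it gave 32 and 55. Median centring gave 1218 and 178, and 532 and 74. With the variation filter added it gave 961 and 149, and 341 and 50. A pseudocount of 0.5 gave 907 lower, and 52 higher at p under 0.01, and a pseudocount of 1 gave 866 and 81. The filter at 50 gave 336 lower, and 101 lower at p under 0.01, with fewer genes tested. Quantile normalization gave 265 higher at p under 0.01. The share of called genes that rose, 39.9%, was 51.1% under quantile normalization, 21.1% with a pseudocount of 0.5, 52.5% without the CD140a(+)/Sca1(-) pair and 24.5% without the CD140a(+)/Sca1(+) pair. Leaving out a pair gave 183 to 456 higher and 412 to 563 lower, and at p under 0.01 42 to 261 and 38 to 253. The cause was not tested.

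At an adjusted p under 0.05, limma gave 0 genes, with 1241 at an unadjusted p under 0.05. Quantile normalization gave 10, a variance trend 95, median centring 177, the filter on normalized counts 15, and median centring with the variation filter 45. Leaving out a pair gave 0 to 73, the highest without CD140a(+)/Sca1(-). For each subpopulation against the others, limma gave 0, with 353, 906 and 397 at an unadjusted p under 0.05 for CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+). A variance trend gave 2, 2 and 15, and median centring 7 for CD140a(+)/Sca1(-). Leaving out a library gave 0 to 1, 0 to 3071 and 0 to 15, the highest without control CD140a(+)/Sca1(-), where the lone CD140a(+)/Sca1(-) library is assumed to vary like the others. The cause was not tested.

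For 3-fold changes within a subpopulation, a pseudocount of 0.5 gave 1046 higher and 2997 lower in CD140a(-)/Sca1(+), 7740 lower in CD140a(+)/Sca1(-), and 3407 higher and 2693 lower in CD140a(+)/Sca1(+). A pseudocount of 1 gave 870 and 2352, 6925, and 3014 and 2241 in the same order. Median centring gave 487 higher and 408 lower in CD140a(-)/Sca1(+), and 7085 higher and 702 lower in CD140a(+)/Sca1(-). The filter at 50 gave 313 lower in CD140a(-)/Sca1(+), 2266 lower in CD140a(+)/Sca1(-), and 1054 higher and 537 lower in CD140a(+)/Sca1(+). Scaling to the 75th percentile gave 1042 higher and 1530 lower in CD140a(+)/Sca1(+), and quantile normalization 2027 lower in CD140a(+)/Sca1(-). In all 3, 152, 145 and 151 genes were higher with pseudocounts of 0.5 and 1 and with median centring. The cause was not tested.

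Camera called 25 of 35 lists at the preset correlation and 21 to 27 without a pair. With an estimated correlation it called 0 (5 at an unadjusted p under 0.05, lowest adjusted p = 0.188), and fry for a shared direction called 0 (10 at an unadjusted p under 0.05, lowest adjusted p = 0.0541). Its test for mixed directions called 18. Without 1 of the pairs, the calls of the lists for CDK inhibitors, dissociation, sensory receptors, lymphocytes, the unfolded protein response, ribosomal proteins and WNT are lost, and those for pericytes and myofibers are gained. Among genes named as risen or fallen, Gfpt2, Ighm, Il1rn, Lrrc15, Pcolce2, Pdgfra and S100a9 lose the call without 1 or more of the pairs. The edgeR and DESeq2 models were not run, since 55.8% to 63.7% of the low values were whole reads.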

Differences from the paper's values

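Alternatives named here were set before the data were examined unless marked. At p under 0.05 and 3-fold, the legend of Table S1, 357 genes were higher, against the paper's 219. A pseudocount of 0.5 (243), the filter at 50 (297) and leaving out CD140a(+)/Sca1(+) (183) come within 1.5 times of it, and drop 55, 20 and 91 of the paper's 219. A pseudocount of 5, no filter, the variation filter, scaling to the 75th percentile, quantile normalization, a variance trend, the unmoderated test, no block, and leaving out CD140a(-)/Sca1(+) or CD140a(+)/Sca1(-) do not. A pseudocount of 1 (301), chosen after seeing the values, also does, and of the paper's 219 it drops 32. At p under 0.01, the cut-off in the Results text, 144 were higher against the same 219 of the paper. No filter (154), scaling to the 75th percentile (157), quantile normalization (265), a variance trend (200), no block (171) and leaving out CD140a(+)/Sca1(-) (261) come within 1.5 times, dropping 33 to 87 of the 219, and the others set then do not. The offsets of Table S3 (184), chosen after seeing the values, also do, and at that threshold drop 59 of the paper's 219.

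At p under 0.05 and 3-fold, 537 genes were lower, against the paper's 136. The unmoderated test (180) comes within 1.5 times but drops 59 of 135 matched genes that fell in the paper, and none of the other alternatives set then do. Median centring (178) and median centring with the variation filter (149) also do. They were chosen after seeing the values, and of the 135 they drop 54 and 63.

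The correlation of Cstb with Ly6a was 0.570, against the paper's value of above 0.7. Quantile normalization gave 0.706, while a pseudocount of 5 (0.547) and linear counts (0.654) did not reach it.

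Table S4 is read here as log2 of a normalized count plus 1, a scale on which it correlates at 0.787 over 36 values with the deposited values, 25 of them over 1.5-fold apart. On that scale, Wisp1 changed by 4.14 in CD140a(-)/Sca1(+), against the paper's 4.75; a pseudocount of 0.5, scaling to the 75th percentile and quantile normalization bring it within the paper's value, and a pseudocount of 5 does not. Hic1 changed by 0.51 in CD140a(+)/Sca1(+), against the paper's 1.56, and none of these 4 alternatives brings it within the paper's value. In CD140a(+)/Sca1(-), Hic1 has no read after injury here, and 3 reads give a bound of -1.14 or lower, against the paper's 4.11, and none of the 4 brings the bound within it. Tek changed by -0.42 in CD140a(-)/Sca1(+), against the paper's -2.25, and none of the 4 brings it within. In CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+), Tek has no read after injury, and the bounds of -1.41 and -3.28 leave room for the paper's -4.58 and -5.93. Lepr changed by 1.25, 4.62 and 0.11, against the paper's -1.35, 5.42 and -1.46. Quantile normalization brings the value of CD140a(+)/Sca1(-) within it, the others do not, and for CD140a(-)/Sca1(+) and CD140a(+)/Sca1(+) none does. Osr1 changed by 2.97 in CD140a(+)/Sca1(+), against the paper's 6.76, and none of the 4 brings it within. In CD140a(+)/Sca1(-), Osr1 has 1 read in each state and is not compared.

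The paper lists Mmp19 among the genes that rose in common. Here it did not pass the test, with a log2 change of 1.24. The paper names striking proliferation after injury in CD140a(+)/Sca1(-) only. Here 49 of 65 cell cycle genes were at least 3-fold higher in CD140a(+)/Sca1(+), 25 in CD140a(+)/Sca1(-) and 8 in CD140a(-)/Sca1(+). Transcripts do not measure BrdU uptake. The paper ties the induction of Wisp1, Lepr and Vcam1 to CD140a(+)/Sca1(-), but also notes Wisp1 in all subpopulations, and its Table S4 has Wisp1 changes of 4.75, 4.20 and 4.97 in CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+). On the log2 scale of a count plus 1, Wisp1 changed here by 4.14, 4.37 and 4.79. On the deposited scale Vcam1 changed by 0.39, 3.79 and 2.75 in CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+), while Lepr was highest in CD140a(+)/Sca1(-).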

Other observations

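Some inflammatory and secretory genes rose beside the matrix, and some genes of resting cells fell. Of 40 chemokine and cytokine genes, 14 rose and none fell at the threshold (4 higher and 0 lower when adjusted over the list alone; camera adjusted p = 1.25e-13, 0.303 with an estimated correlation). In CD140a(-)/Sca1(+) their median was -0.23, with 6 at least 3-fold higher and 4 lower, and their share of counts went from 5.66% to 3.14%. In CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+) the medians were 1.68 and 1.96, and the shares went from 1.05% to 2.86% and from 0.46% to 1.13%. Macrophage markers were called up as well (camera adjusted p = 7.41e-07, 0.299 with an estimated correlation). The gate removed cells with CD45 or CD11b. Ptprc (CD45) stood at 2.50, 0 and 0.533 after injury in CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+). Itgam (CD11b) went from 24.0 to 22.5, from 13.5 to 27.5 and from 18.5 to 8.48 in the same order. Leukocytes in the sorts are not excluded as a source. Of 24 prostaglandin, complement and coagulation genes, 6 rose and 2 fell (2 higher and 0 lower when adjusted over the list alone; camera adjusted p = 8.60e-07, 0.303 with an estimated correlation), and of 28 lysosomal genes 3 rose and 1 fell (camera adjusted p = 5.77e-07, 0.303 with an estimated correlation). Of 17 CDK inhibitors and quiescence genes, 4 fell and none rose at the threshold (camera adjusted p = 0.00138, 0.384 with an estimated correlation, and 0.231 without the CD140a(+)/Sca1(+) pair). Of 11 tenocyte markers 2 rose (camera adjusted p = 0.00117, 0.339 with an estimated correlation), and of 16 Schwann and glial markers 6 fell and 1 rose (camera adjusted p = 4.15e-04, 0.523 with an estimated correlation). The Schwann and glial medians were -0.26, -4.15 and -1.30 in CD140a(-)/Sca1(+), CD140a(+)/Sca1(-) and CD140a(+)/Sca1(+). Injured CD140a(+)/Sca1(-) listed 12 of these 16 genes at 0. Without that pair the list was still called lower (camera adjusted p = 0.00492). None of its genes passed when adjusted over the list alone.

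Dissociation and heat shock genes had 9 lower and 2 higher of 38 (camera adjusted p = 0.0139, 0.299 with an estimated correlation), with a median of -0.63 that was 0.09 with median centring. Of 675 sensory receptor genes 62 fell (camera adjusted p = 8.30e-09, 0.299 with an estimated correlation), with a median of -0.58 that was 0.15 with median centring. With median centring 9 of the 675 fell and 5 rose, and with quantile normalization 37 fell and 1 rose. Relative to the median of all genes, both lists stayed at -0.30 and -0.25, and camera still called them lower (adjusted p = 0.00101 and 2.50e-05). Neither was called without the CD140a(+)/Sca1(+) pair (camera adjusted p = 0.347 and 0.108). No gene of either list passed when adjusted over its list alone. Unfolded protein response genes (1 of 30 rose, camera adjusted p = 0.0326, 0.622 with an estimated correlation) and ribosomal protein genes (1 of 79 fell, camera adjusted p = 0.00424, 0.622 with an estimated correlation) had few calls. Their medians were 0.05 and 0.08, and 0.78 and 0.81 with median centring. With median centring, camera still called the ribosomal protein list (adjusted p = 0.0113) but not the unfolded protein response list (0.140). With quantile normalization it called neither (adjusted p = 0.518 for ribosomal proteins and 0.775 for the unfolded protein response). In CD140a(+)/Sca1(-), 8 of the 30 unfolded protein response genes were at least 3-fold lower and 3 at least 3-fold higher.

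The camera test did not call the lists of interferon-stimulated genes (adjusted p = 0.200), adipocyte and lipid genes (0.75), mitochondrially encoded genes (0.783), nuclear OXPHOS genes (0.378), glycolysis (0.0936) and histones (0.735). For 2 of these lists the result depends on the pairs used: interferon-stimulated genes were called up without CD140a(-)/Sca1(+) (5.66e-10) and down without CD140a(+)/Sca1(+) (0.00319), and mitochondrially encoded genes up without CD140a(+)/Sca1(+) (6.02e-04) and down without CD140a(+)/Sca1(-) (0.0136).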
